# Macrophage Subpopulation Promotes Skeletal Muscle Regeneration Through HGF/MET Signaling‐Mediated Skeletal Muscle Stem Cell Proliferation

**DOI:** 10.1111/acel.70042

**Published:** 2025-03-25

**Authors:** Hiroyuki Koike, Miho Sugimura, Rie Ouchi, Yuki Yoshimoto, Ichiro Manabe, Yumiko Oishi

**Keywords:** macrophage, organoid, regeneration, single‐cell RNA‐sequence, skeletal muscle stem cells

## Abstract

Macrophages are key regulators of skeletal muscle regeneration, yet the specific macrophage subpopulations responsible for this process and their cell–cell interactions remain insufficiently understood, as does the mechanism underlying age‐related impairment of skeletal muscle regeneration. We utilized single‐cell RNA sequencing to identify transcriptionally distinct macrophage subpopulations within skeletal muscle from young (8‐week‐old) and aged (24‐month‐old) mice. Among them, the Mac_1 subpopulation interacted with muscle satellite cells (MuSCs) and promoted their proliferation through HGF/c‐Met signaling that suppressed *Cdkn1b* expression. This interaction was critical for efficient muscle regeneration in vivo and in a 3D‐muscle organoid model. The age‐related decline in muscle regeneration was associated with reduced HGF expression in Mac_1 macrophages. Administration of exogenous HGF to aged mice and macrophage‐depleted young mice partially rescued the impaired muscle regeneration. This study elucidates a mechanism of skeletal muscle regeneration that offers insight into potential strategies for preventing and treating skeletal muscle diseases, including sarcopenia.

## 1 Introduction

Skeletal muscle functions as an organ of locomotion and regulates metabolism as the largest energy‐consuming organ. The quality and quantity of skeletal muscle are known to decline significantly with age, a condition known as sarcopenia. The onset and progression of sarcopenia can lead to complications such as diabetes and dyslipidemia as well as frailty, which can significantly reduce the quality of life in the elderly. Therefore, with the aging of populations around the world, there is an urgent need to establish a treatment for sarcopenia, and that requires elucidating the molecular mechanisms involved in sarcopenia, the details of which are still not fully understood.

Skeletal muscle tissue has very high regenerative capacity. Within skeletal muscle, minor damage with cell death is ongoing nearly constantly (e.g., during daily exercise), and regeneration and repair are repeated after each injury. This regeneration and repair reportedly decreases with age, which is considered one of the causes of the onset and progression of sarcopenia (Lo et al. 2020). The cells essential to the regeneration and repair process are skeletal muscle stem cells (MuSCs). During the regeneration process, MuSCs are stimulated to proliferate and differentiate into myofibers (Sousa‐Victor et al. 2022). In addition, various stromal cells, including macrophages, neutrophils, endothelial cells, and fibro‐adipose progenitor cells (FAPs), play supportive roles (Sousa‐Victor et al. 2022). Of these, macrophages contribute to the process of skeletal muscle regeneration by regulating the activation, proliferation, and differentiation of MuSCs and FAPs (Dort et al. 2019; Koike et al. 2022; Oishi and Manabe 2018; Wang et al. 2024). Consequently, determining the mechanisms underlying macrophage‐driven skeletal muscle regeneration is very important for the development of preventive and therapeutic approaches to sarcopenia.

Macrophages are known to be a highly heterogeneous cell type and to include tissue‐resident populations (Epelman et al. 2014; Wynn et al. 2013), among which are macrophages residing within skeletal muscle (Chakarov et al. 2019; Dick et al. 2022; Jaitin et al. 2019; Wang et al. 2020). Indeed, recent single‐cell transcriptome analyses revealed the presence of 11 distinct macrophage subpopulations within homeostatically intact skeletal muscle (Krasniewski et al. 2022), and several subpopulations with highly diverse functions are present at various times within regenerating muscle (de Micheli et al. 2020; Oprescu et al. 2020). Notably, the diversity of macrophage subpopulations and their functions within homeostatic skeletal muscle change with age (Krasniewski et al. 2022). This suggests that age‐related changes in macrophages may reduce the regenerative capacity of skeletal muscle by reducing the coordination among MuSCs and other cell types, leading to the onset and progression of sarcopenia. Given that macrophages generate more diverse subpopulations during skeletal muscle regeneration and cooperate with MuSCs and other cells to regulate skeletal muscle regeneration, changes in macrophages during the process are assumed to impact muscle regeneration significantly. However, the age‐related changes in macrophages during skeletal muscle regeneration and the mechanisms underlying the diminished coordination between the macrophages and MuSCs involved in sarcopenia remain largely unknown.

To address the age‐related changes in macrophages during skeletal muscle regeneration, we analyzed the dynamic interactions between macrophages and MuSCs that contribute to the decline in regenerative capacity with age. By combining single‐cell transcriptome analysis with a newly developed three‐dimensional muscle organoid system, we discovered that specific macrophage subsets promote MuSC proliferation by suppressing the expression of the cell growth inhibitor Cdkn1b via HGF/c‐MET signaling. Additionally, we found that HGF expression is downregulated in macrophages within regenerating muscle in aged mice. Administering HGF to mice lacking macrophages or to aged mice restored skeletal muscle regeneration. These findings suggest that specific macrophage subpopulations exhibiting induced HGF/c‐MET signaling are crucial for maintaining muscle regenerative capacity, particularly in the context of aging.

## 2 Results

### 2.1 Aging Delays Skeletal Muscle Regeneration and Repair After Injury

Skeletal muscle regeneration in response to local tissue injury is a complex and dynamic process coordinated by the interaction of multiple cell types. To investigate muscle regeneration, we used a model in which the regeneration process was studied following cardiotoxin (CTX)‐induced injury to the tibialis anterior (TA) muscles of wild‐type C57BL/6J mice (Lepper et al. 2009). Histological analysis of young (8‐week‐old) mice throughout the regeneration process showed that skeletal muscle tissue was severely damaged on the first day after CTX injection. By day 3, numerous immune cells had accumulated at sites of injury, and the injured muscle fibers were surrounded by CD11b^+^CCR2^+^ macrophages (Figure S1A). On day 7 post‐injury, the myofiber regeneration was nearly complete, as indicated by the presence of MYOZ1 (Yoshimoto et al. 2020)‐positive, mature myofibers (Figure S1B,C). The same injury model was then used to compare the muscle regeneration and repair process in young and aged (24‐month‐old) mice. Histological analysis of samples collected 7 days post‐injury confirmed that skeletal muscle regeneration was delayed with persistent fibrosis and F4/80^+^ macrophage infiltration in aged mice, which is consistent with an earlier report (Moiseeva et al. 2023) (Figure S2A–C).

### 2.2 scRNA‐Seq Reveals Age‐Related Changes in Transcriptional Expression During Muscle Regeneration

To assess the changes in cell kinetics and interactions during skeletal muscle regeneration that occur with aging, on day 3 after injury, we collected single‐cell suspensions from the skeletal muscles of uninjured and injured young and aged mice for scRNA‐seq analysis. 

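Droplet-based scRNA-seq with the 10× Genomics Chromium 3′ v3 chemistry was run on cells of the tibialis anterior muscle of male C57BL/6J mice. Muscles were uninjured (day 0) or were collected 3 days after injection of cardiotoxin (CTX), a venom peptide that destroys myofibers. The methods give an age of 8 weeks for young mice, the sample labels one of 7 to 9 weeks, and aged mice were 24 months old. Each of the 4 conditions is represented by 1 library, so no spread between replicates is known and no statistical test was made. Live cells had been sorted as CD45-positive leukocytes, Ly6A/E-positive FAPs, CD31-positive endothelial cells and CD106-positive MuSCs, so the share of a lineage depends on the sort as well as on the muscle.

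The authors deposited the number of unique molecular identifiers (UMIs) of each gene in each cell barcode that Cell Ranger had kept, counted on mm10 (GRCm38) and not normalized. The young libraries had been counted with Cell Ranger 3.0.2 and the aged libraries with Cell Ranger 3.1.0. Libraries were sequenced on a pair of instrument models, and the paper's text does not state which library ran on which. Age, the version of the counting software and any difference in library preparation or sequencing therefore cannot be told apart. Total UMIs were 64194710 in the young uninjured library, 176111673 in the young injured, 61914802 in the aged uninjured and 120784528 in the aged injured library. In the same order, cells that passed quality control held 51326142, 169207285, 45804962 and 117753552 UMIs, with medians of 5140.5, 12702, 2951 and 11748 UMIs per cell.

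Cells with more than 500 detected genes and a mitochondrial share of UMIs under 7% were kept, which are the filters the paper gives. They were log-normalized and clustered in Seurat at the paper's resolution of 0.2, from 2000 variable genes and 30 principal components, and clusters were named from marker genes. Myeloid cells other than neutrophils were clustered again after anchor integration of young with aged cells. A cluster is called Mac_0-like, for example, when it expressed the markers of Mac_0 most. Doublets were not removed. Markers, gene lists, ligand–receptor pairs, comparisons and alternatives to each processing choice were set before the data were examined, except for those described as chosen later. The score thresholds for naming a cluster were adjusted after the clusters had been seen.

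The level of a gene in a population is the sum of its UMIs over all cells of that population in 1 library, as CPM, scaled to the total of all UMIs in the sum. Ages are compared as the log2 ratio of aged over young CPM. Intervals in parentheses are exact 95% intervals, Clopper–Pearson for shares of cells or of UMIs and Poisson for sums of UMIs. They cover counting error only, and leave out differences between mice and between libraries. UMIs of the same cell were treated as independent, so intervals on UMIs also leave out differences between cells and are too narrow where few cells hold many UMIs. Where a gene had no UMI, the level that 3 UMIs would have given is stated as the limit.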

Day 3 post‐injury was chosen because that is when MyoD‐positive activated MuSCs were most abundant (Figure S1B,C). 

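Cell Ranger had kept 12050 barcodes as cells in the uninjured and 12868 in the injured library of young mice, and 17479 and 8557 in those of aged mice. In the same order, 1230, 692, 2606 and 756 barcodes had 500 or fewer detected genes. A mitochondrial share of UMIs of 7% or more was found in 4030, 1845, 5018 and 1017 barcodes, some of which also failed the filter on detected genes. The filters kept 64.5%, 84.7%, 64.9% and 85.8% of the barcodes, 37347 cells in all. The kept cells had medians of 2120, 3269, 1357 and 2898.5 detected genes.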

After quality control, 7770/10,900 cells were obtained from uninjured/injured tissues from young mice, while 11,339/7338 cells were collected from uninjured/injured tissues from aged mice (Figure 1A–D). 

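Clustering of the cells of all libraries gave 18 clusters. FAPs (*Col3a1*, *Pdgfra* and other markers) made up 25.0% (24.0 to 26.0%) of cells in young uninjured, 33.3% (32.5 to 34.2%) in young injured, 16.3% (15.6 to 17.0%) in aged uninjured and 14.8% (14.01 to 15.6%) in aged injured muscle. Endothelial cells (*Pecam1*, *Cdh5*) made up 55.6% (54.5 to 56.7%), 0.239% (0.156 to 0.349%; 26 cells), 56.2% (55.3 to 57.2%) and 10.6% (9.89 to 11.3%) in the same order. Among the alternatives, a minimum of 1000 detected genes moved these shares most, endothelial cells of aged uninjured muscle falling to 52.6%. Myoblasts (*Myod1*, *Des*) were 10.4% (9.79 to 10.9%) of young injured and 2.70% (2.34 to 3.095%) of aged injured cells, with 2 and 1 cells in the uninjured libraries. MuSCs (*Pax7*, *Chodl*) were 2.63% (2.28 to 3.01%) of young uninjured and 2.10% (1.84 to 2.38%) of aged uninjured cells, with 3 cells in each injured library. Neutrophils (*S100a8*, *Retnlg*) rose from 0.257% (0.157 to 0.397%) to 1.05% (0.863 to 1.26%) with injury in young muscle and from 2.30% (2.03 to 2.59%) to 3.15% (2.76 to 3.57%) in aged muscle. With more than 1000 detected genes they instead fell with injury, from 0.399% to 0.192% in young and from 1.94% to 1.23% in aged muscle. Their median of 1887 UMIs per cell was 0.235 of the median of the libraries they came from. T and NK cells formed 1 cluster, with 1.76%, 1.12%, 2.59% and 2.89% of cells in the 4 libraries. Smooth muscle cells, tendon cells, B cells, neural cells and erythroid cells each made up at most 4.00% of any library. A cluster of 72 cells led by *Sfrp5*, *Sbspon*, *Wnt6* and *Cldn1* received no name and held 0.180%, 0.00917%, 0.494% and 0.0136% of cells.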

Based on the expression of differentially expressed marker genes, the clusters were identified as myeloid cells, fibro‐adipose progenitor cells (FAPs), endothelial cells, myoblasts, smooth muscle cells (SMCs), MuSCs, neutrophils, tendon cells, NK cells, neurons, and T lymphocytes, among other cell types (Figure 1A–F).

**FIGURE 1:**
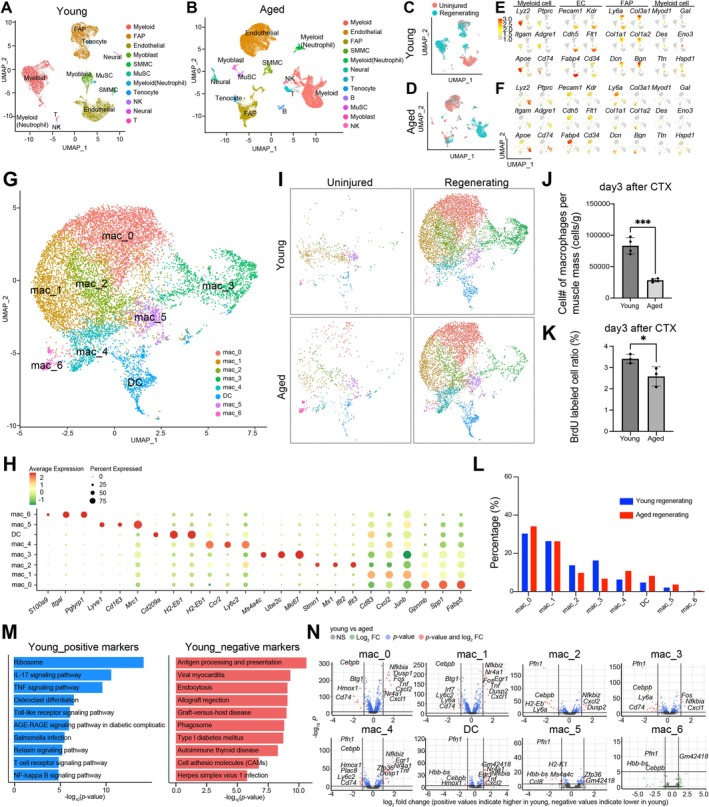
Aging impacts the proportion and characteristics of the seven subpopulations of macrophages in regenerating skeletal muscle tissue. (A) Uniform Manifold Approximation and Projection (UMAP) plot of single‐cell transcriptomic data from young (8‐weeks‐old) mouse tibialis anterior (TA) muscle cells. Cells are colored based on major cell lineages. (B) UMAP plot of single‐cell transcriptomic data from aged (24‐month‐old) mouse TA muscle cells. Cells are colored based on major cell lineages. (C) UMAP plot with red indicates uninjured young TA muscle cells; blue indicates regenerating young TA muscle cells on day 3 after cardiotoxin injection. (D) UMAP plot with red indicates uninjured aged TA muscle cells; blue indicates regenerating aged TA muscle cells on day 3 after CTX injection. (E) UMAP plots of young TA muscle cells projecting the normalized expression of major marker genes for myeloid cells, endothelial cells, FAPs, and myogenic cells. (F) UMAP plots of aged TA muscle cells projecting the normalized expression of major marker genes for myeloid cells, endothelial cells, FAPs, and myogenic cells. (G) UMAP plot of single‐cell transcriptomic data from young and aged mouse macrophage and dendritic cell (DC) populations in TA muscle cells. The plot revealed cellular heterogeneity, with a total of eight distinct subclusters of macrophages and DCs. (H) Dot plots showing the expression of genes of interest across the DCs and seven macrophage subclusters for cluster identification. (I) UMAP projections of macrophages from young uninjured, young injured, aged uninjured, and aged injured muscles. Each dot is colored according to the macrophage subclusters in (G). (J) Cell numbers of young and aged macrophages per TA muscle mass on day 3 after CTX injection. (K) BrdU‐labeled cell ratio in young and aged macrophages (CD11b^+^/F4/80^+^) from TA muscles on day 3 after CTX injection. (L) The proportion of each macrophage subpopulation in scRNA‐seq data from uninjured skeletal muscle cells and regenerating skeletal muscles (day 3 after CTX injection) in young and aged mice. (M) The *p*‐values and names of the most overrepresented KEGG pathways were calculated based on all the genes differentially expressed between macrophages in young and aged regenerating skeletal muscles. Blue indicates the genes with increased expression in the young; red indicates the genes with increased expression in the aged. (N) Volcano plot comparing transcript levels between all cells within each macrophage subpopulation. log_2_ fold‐changes in normalized gene expression are plotted against −log_10_ adjusted *p*‐value. Positive log_2_ fold‐changes indicate higher expression in young mice, and negative log_2_ fold‐changes indicate lower expression in young mice. Differentially expressed genes (adjusted *p*‐value < 0.05) are colored light blue. Genes with a |log_2_ fold‐change| > 1 are labeled and colored pink.

### 2.3 Diverse Macrophage Subpopulations Were Present in the Injured Muscle Tissue of Young and Aged Mice

To understand the functional dynamics of macrophages during muscle regeneration, we analyzed the myeloid cell clusters in detail. After extracting only myeloid cell clusters from the four datasets (data from uninjured and injured muscle obtained from young and aged mice), unsupervised clustering yielded eight myeloid cell clusters: Mac_0 to Mac_6 and dendritic cells (DCs) (Figure 1G–I). 

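Clustering of the 11844 myeloid cells gave 9 clusters at the lowest resolution tried, of which 5 were named from the markers of the subpopulations. The Mac_0-like cluster held 6098 cells, the Mac_2-like 2645, the Mac_3-like 1054, the Mac_5-like 795 and the DC-like 484. The other 4 clusters received no name. A cluster of 325 cells was led by the endothelial genes *Igfbp7*, *Gpihbp1* and *Ly6c1*, 1 of 298 cells by *Clec9a*, *Xcr1*, *Flt3* and *Itgae*, 1 of 100 cells by *Pglyrp1*, *Ace*, *Cd300e* and *Treml4*, and 1 of 45 cells by *Ccr7*, *Il4i1*, *Il12b* and *Fscn1*. Clusters without a name made up 18.2% (15.2 to 21.6%) of myeloid cells in young uninjured, 2.47% (2.08 to 2.90%) in young injured, 34.4% (31.1 to 37.8%) in aged uninjured and 5.15% (4.53 to 5.82%) in aged injured muscle. Without integration, young and aged cells of injured muscle separated, with 4387 young and 559 aged cells in 1 cluster and 15 young and 2322 aged cells in another, both with Mac_0 markers.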

Mac_4 expressed markers of pro‐inflammatory macrophages, such as *Ccr2* and *Ly6C2*, while Mac_5 expressed markers of anti‐inflammatory macrophages, including *Mrc1, Cd163*, and *Lyve1* (Figure 1H). 

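The Mac_5-like cluster, in which *Mrc1*, *Cd163* and *Lyve1* all scored high, made up 73.8% (70.1 to 77.3%) of myeloid cells in young uninjured and 42.3% (38.8 to 45.8%) in aged uninjured muscle. After injury it held 2 young and 9 aged cells, 0.0345% (0.00418 to 0.125%) and 0.194% (0.0886 to 0.367%). The Mac_4 markers *Ccr2*, *Ly6c2* and *Ms4a4c* scored highest in the cluster that also had the highest score of the Mac_2 markers, 1.15 against 1.50 on a scale of levels standardized across clusters. This Mac_2-like cluster made up 3.32% (2.04 to 5.08%) of myeloid cells in young uninjured, 21.8% (20.8 to 22.9%) in young injured, 9.98% (7.99 to 12.3%) in aged uninjured and 27.6% (26.3 to 28.9%) in aged injured muscle. At a resolution of 0.5 the Mac_2-like share of injured muscle was 10.2% (9.42 to 11.0%) in young and 9.43% (8.60 to 10.3%) in aged mice, so that its order between ages depends on the resolution. Another 2105 cells formed a cluster in which the Mac_2 markers also scored highest (1.12), but which received no name because 3 Mac_4 markers and none of Mac_2 were among its leading genes. A Mac_4-like cluster of 197 cells then appeared, with 31 young and 109 aged cells of injured muscle.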

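*Cd83*, *Cxcl2* and *Junb*, taken as the markers of Mac_1, scored highest in the Mac_5-like cluster (1.12), which was almost absent after injury, and −0.14 in the Mac_0-like cluster, so no cluster was named Mac_1-like. At a resolution of 0.5 the highest score of these markers in a cluster with Mac_0 markers was 0.51. After the clusters had been seen, the cells of the Mac_0-like cluster were therefore split in each library. Cells in which *Cd83*, *Cxcl2* and *Junb* exceeded *Gpnmb*, *Spp1* and *Fabp5*, as means of levels standardized within the library, form what is called the Mac_1 side, and the rest the Mac_0 side. In injured muscle the Mac_1 side held 1628 young and 1211 aged cells and the Mac_0 side 1792 and 1397. Because levels were standardized within each library, these numbers carry no information on age. For the same reason a side need not hold the same population of cells at both ages. *S100a9*, *Itgal* and *Pglyrp1*, taken as the markers of Mac_6, led no named cluster. Their score was highest, 1.60, in the cluster of 100 cells led by *Pglyrp1* and *Ace*, where 2 of the 3 were found in at least 10% of cells. DC-like cells (*Cd209a* and class II genes) were 3.14% (2.71 to 3.62%) of myeloid cells in young injured and 5.62% (4.97 to 6.32%) in aged injured muscle, and 1.82% (0.914 to 3.24%) and 3.74% (2.54 to 5.30%) in uninjured muscle. With the unnamed clusters led by *Clec9a* and by *Ccr7* counted as DCs, chosen after the values had been seen, the shares of injured muscle were 5.42% in young and 8.50% in aged mice.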

The other clusters displayed unique and characteristic gene expression profiles—i.e., Mac_0 (described as Il7r + macrophage in previous report (Oprescu et al. 2020)) expressed *Gpnmb, Spp1*, and *Fabp5*; Mac_1 expressed *Cd83, Cxcl2*, and *Junb*; Mac_2 expressed *Mx1, Ifit2*, and *Ifit3*; Mac_3 (proliferating macrophages) expressed *Mki67* and *Ube2c*; DCs expressed *Cd209a, H2‐Eb1*, and *H2‐Ab1*; and Mac_6 expressed *S100a9, Itgal*, and *Pglyrp1* (Figure 1H).

### 2.4 Local Macrophage Proliferation in Response to Muscle Injury Declined With Age

In both young and aged mice, macrophage numbers dynamically increased within regenerating skeletal muscle treated with CTX (Figure 1I). 

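Myeloid cells other than neutrophils rose from 7.76% (7.18 to 8.38%; 603 cells) of cells in young uninjured to 53.2% (52.2 to 54.1%; 5794 cells) in young injured muscle. In aged muscle they rose from 7.07% (6.61 to 7.56%; 802 cells) to 63.3% (62.2 to 64.4%; 4645 cells). These are shares of the cells captured after the sort, and numbers of cells per muscle were not analysed here.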

In aged mice, however, there were significantly fewer CD45^+^/CD11b^+^/Ly6G^−^ macrophages present on day 3 post‐injury than in young mice (Figure 1J). In particular, the proportion of macrophages in the Mac_3 proliferative subpopulation was smaller in aged mice (Figure 1I). To confirm this observation, 3 days after injury, proliferating cells were labeled by peritoneally injecting BrdU. 

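Mac_3-like cells (*Mki67*, *Ube2c* and *Stmn1*) were 783 of the myeloid cells of young injured muscle, a share of 13.5% (12.6 to 14.4%), and 247 of those of aged injured muscle, a share of 5.32% (4.69 to 6.00%). The aged share was 0.393 (0.340 to 0.455) of the young share. Clustering without integration moved this ratio most, to 0.303 (0.259 to 0.354). The other alternatives left it between 0.393 and 0.415. Within the Mac_3-like cluster, G2/M genes like those that define it were themselves lower in aged cells, with a median log2 ratio of −0.87 (−0.93 to −0.75).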

1 h after the BrdU injection, cells were collected from the injured tissue, and BrdU‐positive cells were analyzed by flow cytometry, which revealed that the fraction of BrdU‐positive CD45^+^/CD11b^+^/Ly6G^−^ cells was significantly smaller in aged mice (Figure 1K). This suggests that age‐related reductions in a local macrophage proliferation contribute to the age‐related decline in macrophage numbers.

Differential gene expression (DGE) analysis of macrophages in young and aged mice at day 3 after CTX injection showed that the expression of inflammatory cytokine‐related gene sets, such as those related to ribosome, IL‐17 signaling, and TNF signaling, was reduced in aged mice, whereas antigen processing and presentation, viral myocarditis, and endocytosis sets were activated in aged mice (Figure 1M). 

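UMIs were summed over the macrophages and DCs of injured muscle, 60336898 UMIs in 5785 young cells and 61723385 in 4546 aged cells, leaving out the cluster led by endothelial genes. Among the 11264 genes with at least 100 UMIs, the median log2 ratio of aged over young was −0.20, so changes are given relative to this shift and to 10000 random lists matched on mean expression. The 41 measured genes of a list for TNF and IL-17 signaling had a median of −0.38 (−0.41 to −0.30), with 27 of them lower in aged cells. Medians of 95% of the random lists lay between −0.24 and 0.02. Genes of ribosomal proteins, 65 of 87 lower, had a median of −0.13 (−0.14 to −0.12), above the median of all genes and under the −0.08 to 0.06 of their random lists. They were taken by symbol, Rpl or Rps followed by a digit. Such symbols can include genes only named after a ribosomal protein, such as kinases. The median of antigen processing and presentation genes was 0.36 (0.34 to 0.38; 9 of 38 lower), against −0.18 to 0.06 in random lists. All 22 G2/M genes were lower, with a median of −1.92 (−1.98 to −1.83) against −0.38 to −0.02. Immediate early genes, which tissue dissociation can induce, had a median of −0.46 (−0.48 to −0.45; 20 of 26 lower) against −0.13 to 0.12. The intervals of these medians come from redrawing every sum of UMIs from a Poisson distribution 1000 times.

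Median-of-ratios scaling between the libraries moved most of these medians furthest, while that of G2/M genes moved furthest with high doublet scores removed, to −1.67. The scaling gave −0.18 for TNF and IL-17 signaling, 0.56 for antigen presentation, −1.71 for G2/M genes, −0.26 for immediate early genes and 0.072 for ribosomal proteins, whose direction changed. By subpopulation, the TNF and IL-17 list was −0.58 in Mac_0-like, −0.26 in Mac_2-like, −0.04 in Mac_3-like and −0.46 in DC-like cells. In FAPs of the same libraries the same list was higher in aged cells, with a median of 0.62 (0.49 to 0.67). In uninjured muscle the list was lower both in macrophages and DCs, at −0.88 (−0.96 to −0.77), and in FAPs, at −0.29 (−0.36 to −0.22). Ribosomal protein genes were −0.17 in Mac_0-like, −0.13 in Mac_2-like and −0.05 in both Mac_3-like and DC-like cells. In uninjured muscle they were higher in aged macrophages and DCs, at 0.30 (0.28 to 0.33), within the −0.05 to 0.32 of their random lists, and in aged endothelial cells, at 0.46 (0.44 to 0.50), above the −0.05 to 0.27 of theirs. Antigen presentation genes were higher in every named subpopulation of injured muscle with at least 100 cells of each age, from 0.17 in DC-like to 0.33 in Mac_3-like cells. The gene sets for viral myocarditis and endocytosis were not analysed here.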

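*Tnf* lies on chromosome 17 of GRCm38 from 35199381 to 35202007 on the minus strand. It had 16353 UMIs (271 CPM) in young and 3260 UMIs (52.8 CPM) in aged macrophages and DCs of injured muscle, a log2 ratio of −2.36 (−2.41 to −2.31). The ratio was −2.82 in the Mac_0-like, −1.89 in the Mac_2-like, −1.56 in the Mac_3-like and −2.13 in the DC-like cluster, and −2.61 on the Mac_1 side. In aged FAPs it was −0.90 after injury and 0.18 without injury, and in endothelial cells of uninjured muscle 1.16 (0.95 to 1.38). *Nr4a1* (chromosome 15, 101254269 to 101274795, plus strand) had 266 CPM in young and 68.8 CPM in aged cells, a log2 ratio of −1.95 (−2.00 to −1.90). Its ratio was −2.45, −1.91, −1.22 and −1.68 in the Mac_0-like, Mac_2-like, Mac_3-like and DC-like clusters and −2.54 on the Mac_1 side. It was also lower in aged FAPs, −0.54 after and −0.74 without injury, and in uninjured endothelial cells, −0.96. *Cebpb* (chromosome 2, 167688915 to 167690418, plus strand) rose from 187 to 1238 CPM, a log2 ratio of 2.73 (2.70 to 2.75). It rose by 2.75, 2.48, 2.60 and 2.14 in the same clusters and by 2.59 on the Mac_1 side. *Cebpb* was also higher in aged FAPs of injured muscle, by 2.84, and in aged endothelial cells of uninjured muscle, by 1.53, while macrophages and DCs of uninjured muscle had a ratio of 0.56 (0.50 to 0.62). Median-of-ratios scaling moved the ratios in macrophages and DCs most, to −2.16 for *Tnf*, −1.75 for *Nr4a1* and 2.93 for *Cebpb*.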

DGE analysis of each macrophage subpopulation in young and aged mice showed that, with aging, expression of *Tnf* and *Nr4a1* was reduced, while *Cebpb* expression was activated in some macrophage subpopulations, including Mac_0, Mac_1, Mac_4, and DCs (Figure 1N). 

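*Pfn1*, on chromosome 11 of GRCm38 from 70651850 to 70654644 (minus strand), rose from 221 CPM in young to 1472 CPM in aged macrophages and DCs of injured muscle, a log2 ratio of 2.73 (2.71 to 2.76). The ratio was 2.79 in the Mac_0-like, 2.76 in the Mac_2-like and 2.73 in both the Mac_3-like and DC-like clusters. Too few Mac_5-like cells were left after injury, and in uninjured muscle the ratio was 2.90 in this cluster and 3.12 in the cluster with the most Mac_6 markers. A ratio of similar size was found outside the myeloid lineage, 2.71 and 2.75 in FAPs with and without injury, 2.59 in myogenic cells of injured muscle and 2.59 (2.52 to 2.67) in endothelial cells of uninjured muscle. *Cd74* (chromosome 18, 60803848 to 60812652, plus strand) rose from 1688 to 5339 CPM, a log2 ratio of 1.66 (1.65 to 1.67). It was 1.84 in the Mac_0-like, 1.46 in the Mac_2-like, 1.85 in the Mac_3-like and 0.57 in the DC-like cluster, and 1.89 on the Mac_1 side. In other populations *Cd74* had ratios from 0.70 in myogenic cells to 2.39 in FAPs of injured muscle. Among 2855 genes with at least 50 CPM in either library, the largest rises were those of *Hbb-bs*, *Pfn1*, *Cebpb*, *Ccl8* (2.26) and *Ly6c2* (2.09). *Hbb-bs*, a globin gene of red cells with the near-identical paralog *Hbb-bt*, had 3 UMIs in young and 6208 in aged cells, a log2 ratio of 10.98 (9.43 to 13.26). The largest falls were those of *Cenpf* (−2.83), *Cxcl1* (−2.66), *Tnfsf9* (−2.65), *Col3a1* (−2.55) and *Col1a2* (−2.54), of which the last pair are FAP markers.

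**Figure D1:**
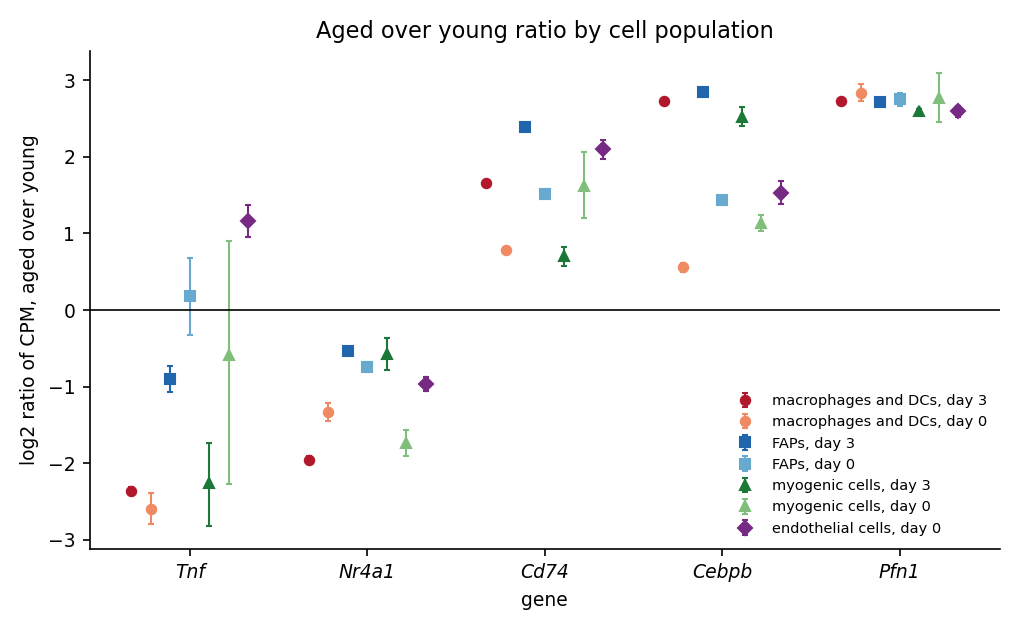
Log2 ratio of aged over young CPM (vertical axis) of *Tnf*, *Nr4a1*, *Cd74*, *Cebpb* and *Pfn1* (horizontal axis) in 7 populations (color and shape), with 1 library per condition: macrophages and DCs, FAPs and myogenic cells with and without injury, and endothelial cells without injury. Points are ratios and bars exact 95% Poisson intervals. *Pfn1* lies between 2.59 and 2.84 in every population, and *Tnf* between −2.59 and 1.16.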

The expression of *Pfn1* increased with age in Mac_2, Mac_3, Mac_4, Mac_5, Mac_6, and DC, as did *Cd74* in Mac_0, Mac_1, Mac_3, Mac_4, and a wide range of subtypes, which suggests that the expression of these genes strongly correlates with age (Figure 1N). Thus, aging may affect macrophages' function during skeletal muscle regeneration by altering gene expression in the various macrophage subpopulations.

### 2.5 Identification of the Macrophage Subpopulation Mac_1 That Interacts With MuSCs

Previous studies suggested that macrophages interact with MuSCs during differentiation (Arnold et al. 2007; Fang et al. 2020). Because multiple macrophage populations with diverse functions have assembled within the injured tissue by 3 days post‐injury, we hypothesized that a specific population of macrophage subtypes may interact with MuSCs.

To identify the macrophage subpopulation(s) that interact explicitly with the myogenic cell population (including MuSCs and myoblasts in different states of differentiation that commonly express MyoD: Figure 1E,F), we combined scRNA‐seq data obtained from uninjured and injured muscle from young mice and performed ligand receptor analysis using the Cellphone DB platform (Figure 2A) (Efremova et al. 2020; Vento‐Tormo et al. 2018). In this analysis, myogenic cell populations were classified into four types: MuSCs (expressing *Pax7*, *Chodl* (Barruet et al. 2020; Saleh et al. 2022) and *Btg2* (de Micheli et al. 2020)), myotubes (expressing *Mymx*, *Myog*, and *Cdkn1c*) and activated myogenic cells (McKellar et al. 2021) (expressing *Myod1*) as well as a subcluster showing strong expression of proliferation‐related genes, including activated myogenic cells and expanding myogenic cells (expressing *Ube2c*, *Cdk1*, and *Mki67*). This classification enabled us to analyze macrophage‐MuSC interactions with respect to the differentiation stage. 

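The 1338 myogenic cells of the young libraries gave 7 clusters. A MuSC-like cluster of 162 cells (median 5286.5 UMIs per cell), all from uninjured muscle, had 561 CPM of *Pax7* and 1071 CPM of *Chodl*. Expanding-like cells formed a pair of clusters with 528 and 366 cells (median 26691 UMIs), all but 1 of them from injured muscle, and had 291 CPM of *Mki67* and 448 CPM of *Ube2c*. In MuSC-like cells *Mki67* was at 3.91 CPM and *Ube2c* had no UMI, where 3 UMIs would have been 2.94 CPM. A myotube-like cluster of 40 cells (median 27582 UMIs), 39 of them from injured muscle, had 2146 CPM of *Myog*, against 91.8 CPM in expanding-like and 153 CPM in MuSC-like cells. The UMIs of MuSC-like cells came from 6 of the 162 cells (3.70%), whereas 30.0% of expanding-like cells had a *Myog* UMI. No cluster was named as activated myogenic cells. The other clusters, with 138, 64 and 40 cells, were led by myeloid, FAP and endothelial genes.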

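CellPhoneDB was not used here, and cell labels were not permuted. For a list of 82 ligand–receptor pairs, including *Hgf* with *Met*, a pair was counted between a macrophage and a myogenic cluster of young mice when both genes were found in at least 10% of the cells. With expanding-like cells 34 pairs were counted for the Mac_0 side and 32 each for the Mac_1 side, the undivided Mac_0-like cluster and the Mac_2-like cluster. Mac_3-like cells had 31 pairs, Mac_5-like 26 and DC-like 23. The cluster led by endothelial genes had 36 and those led by *Clec9a* and by *Pglyrp1* 23 and 22. These shares of cells grow with depth, and with all cells thinned to 2000 UMIs the counts fell to 10 for the Mac_0 side, the Mac_1 side, Mac_2-like and Mac_3-like cells, the largest move among the alternatives. Mac_5-like and DC-like cells then had 5 and 6 pairs. With genes in at least 5% of cells the Mac_0 and Mac_1 sides had 41 pairs each, Mac_3-like cells 42 and Mac_2-like cells 38.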

The results indicated that the Mac_1 subpopulation interacted more strongly with myogenic cell populations than did other macrophage subpopulations (Figure 2A). Notably, this included a strong interaction between Mac_1 and expanding MuSCs (Figure 2B and Figure S3).

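The Mac_1 side had 28 pairs with MuSC-like and 35 with myotube-like cells, and the Mac_0 side 30 and 37. With genes in at least 5% of cells these became 41 and 50 for the Mac_1 side and 41 and 48 for the Mac_0 side. After thinning, the Mac_1 side had 11 pairs with MuSC-like and 13 with myotube-like cells, more than with expanding-like cells. Thinning left 161 of the MuSC-like, 868 of the expanding-like and 40 of the myotube-like cells.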

**FIGURE 2:**
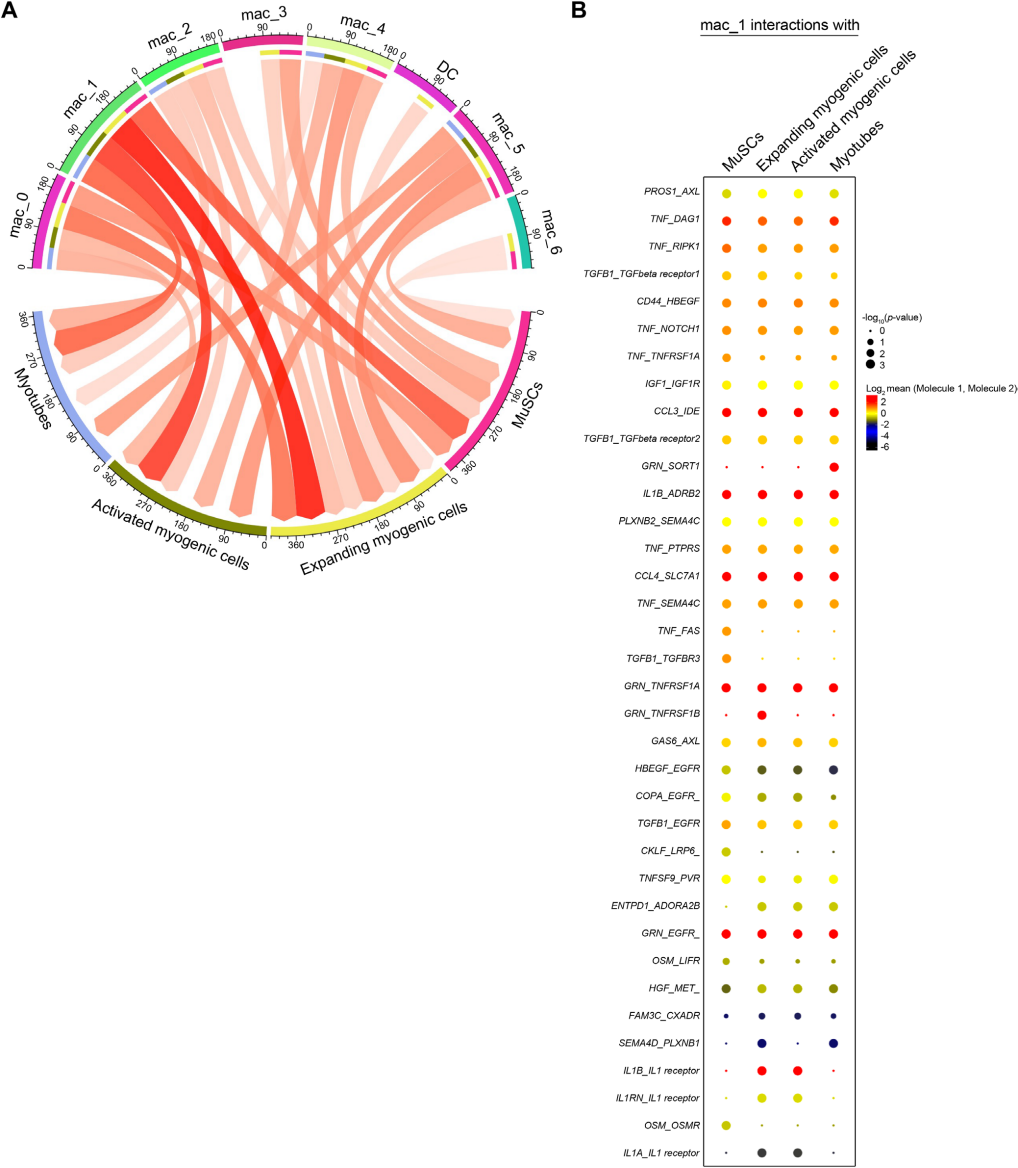
Strong ligand‐receptor interactions between Mac_1 and expanding MuSCs. (A) Ligand–receptor interactions between macrophage subpopulations and myogenic subtypes. Circos plot of the number of ligand–receptor interactions across all combinations from macrophages to myogenic subpopulations. The combination of subpopulations with the highest number of interactions has a darker shade of red (more transparency means less interaction). (B) A list of ligand receptors between Mac_1 and myogenic subtypes. CellPhoneDB makes a pairwise comparison between all cell types by randomly permuting labels of the clusters 1000 times (default) and determining the mean average expression levels of ligand receptors in the given interacting cluster pairs. The *p*‐values were generated by CellphoneDB, which uses a one‐sided permutation test to compute significant interactions. Each dot size shows the −log_10_ *p*‐value, and the color indicates the log_2_ mean of the expression values for the listed ligand‐receptor pairs (*y*‐axis) in the respective interacting cell types (*x*‐axis).

To perform a Mac_1‐specific analysis, a search was carried out for surface antigens that would enable Mac_1 to be fractionated with flow cytometry. First, gene expression of membrane surface proteins used for flow cytometry (mainly CD antigens) was analyzed from single‐cell RNA sequencing analyses. This showed that Mac_0 and Mac_1 weakly expressed *Mrc1* (CD206) and *Ly6c2* (Ly6C) (Figure S4A). In addition, the expression of *Cd9* and *Gpnmb* was weaker in Mac_1 than in Mac_0. 

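In young injured muscle *Mrc1* (chromosome 2 of GRCm38, 14229392 to 14332057) was at 167 CPM on the Mac_0 side and 262 CPM on the Mac_1 side, against 636 CPM in Mac_2-like and 451 CPM in Mac_3-like cells. DC-like cells had 48.1 CPM and the cluster led by *Clec9a* 70.2 CPM. *Ly6c2* (chromosome 15, 75108158 to 75111970) was at 49.3 CPM on the Mac_0 side and 58.7 CPM on the Mac_1 side, against 289 CPM in Mac_2-like, 369 CPM in DC-like and 11.4 CPM in Mac_3-like cells.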

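*Cd9* (chromosome 6 of GRCm38, 125460266 to 125494791) was at 293 CPM on the Mac_1 side and 485 CPM on the Mac_0 side, with 337 CPM in Mac_3-like, 138 CPM in Mac_2-like and 135 CPM in DC-like cells. *Gpnmb* (chromosome 6, 49036546 to 49070929) was at 1276 CPM on the Mac_1 side and 2934 CPM on the Mac_0 side, a difference that follows in part from the split, in which *Gpnmb* is a Mac_0 marker. It was at 1150 CPM in Mac_3-like, 734 CPM in Mac_2-like and 61.4 CPM in DC-like cells. In the clustering at a resolution of 0.5, which did not use the split, the cluster with more of the Mac_1 markers had 254 CPM of *Cd9* and 1802 CPM of *Gpnmb*, and the other large Mac_0-like cluster 562 and 2742 CPM.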

In other words, it was possible to fractionate Mac_1 by targeting the macrophage/DC population with weak expression of these surface antigens. We therefore used flow cytometry to fractionate cells weakly expressing CD9 and GPNMB from the myeloid population, excluding Ly6G‐positive neutrophils and the Ly6C‐ and CD206‐positive population (Figure S4B,C).

### 2.6 Mac_1 Interacts With MuSCs to Accelerate Proliferation Through HGF/MET Signaling

The observation that Mac_1 interacts with MuSCs during proliferation and differentiation suggests the expression of the receptor required for that interaction may be increased during that period. Monocle's pseudo‐time analysis of the myogenic cell population in muscle tissue from young mice showed the pseudo‐temporal trajectories from undifferentiated MuSCs to differentiated myotubes (Figure 3A–C). That result recapitulates the in vivo regeneration process, in which rapid downregulation of *Pax7* and *Myf5* is followed by upregulation of the myogenic regulatory factors *Myod1* and *Myog*. 

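In place of Monocle, a diffusion pseudotime was computed on the young myogenic cells, with 15 neighbours and 10 components and rooted in the cell with the most *Pax7*. Its median was 0.0789 in MuSC-like, 0.751 in myotube-like and 0.877 in expanding-like cells, so that myotube-like cells did not lie at the end. Clusters led by genes of other lineages had medians of 0.942 (myeloid), 0.872 (FAP) and 0.417 (endothelial). Leaving these out, an alternative chosen after the order had been seen, gave 0.0967, 0.832 and 0.968 for MuSC-like, myotube-like and expanding-like cells.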

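Cells were ordered by pseudotime and divided into 10 bins with equal numbers of cells. In the earliest bin *Pax7* (chromosome 4 of GRCm38, 139737062 to 139833528) was at 646 CPM and *Myf5* (chromosome 10, 107482908 to 107486134) at 304 CPM. Both were lower in the next bin, at 101 and 60.9 CPM, and between 16.9 and 31.5 CPM from the third bin onward. *Myod1* (chromosome 7, 46376474 to 46379099) rose from 212 to 408 CPM between the same bins and then stayed between 295 and 426 CPM. *Myog* (chromosome 1, 134289989 to 134292548) had no UMI in the earliest bin, 1146 CPM in the next, which held all 40 myotube-like cells, and 304 CPM in the third. From the fifth bin onward it lay between 20.8 and 73.7 CPM.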

During that process, transient upregulation of cell cycle‐related genes was observed (Figure 3C). 

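The 22 G2/M genes together had 34.3 CPM in the earliest bin of pseudotime, 781 CPM in the next and 2494 CPM in the third. They lay between 3197 and 3684 CPM from the fourth to the ninth bin and at 2536 CPM in the final bin. That bin held 2 expanding-like cells, the rest belonging to clusters led by genes of other lineages. With those clusters left out the level in the final bin was 3907 CPM.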

We next looked for receptors transiently induced in the expanding MuSCs. 

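In young muscle *Met* was at 20.5 CPM (12.7 to 31.4) in MuSC-like, 104.0 CPM (100 to 108) in expanding-like and 58.9 CPM (46.1 to 74.2) in myotube-like cells. Along pseudotime it rose from 13.99 CPM (6.98 to 25.03) in the earliest bin to 113.5 CPM (103 to 124) in the sixth, and was at 89.8 CPM in the final one. That bin held almost only cells of clusters led by genes of other lineages, so its lower level does not show a late fall in expanding-like cells. *Met* was at 91.6 CPM in the cluster led by myeloid genes and 66.3 CPM in that led by FAP genes. With cells thinned to 2000 UMIs, a *Met* UMI was found in 4.35% of MuSC-like, 16.2% of expanding-like and 17.5% of myotube-like cells. Of the other candidates in Figure S5, *Cd151* was at 42.1 CPM in MuSC-like, 124 in expanding-like and 94.1 in myotube-like cells. In the same order *Hmmr* was at 0.978 (1 UMI), 138 and 47.4 CPM, *Rhoa* at 224, 401 and 393 CPM and *Bsg* at 171, 346 and 321 CPM. *Cd44* was at 18.6, 244 and 142 CPM and *Tfrc* at 19.6, 111 and 78.5 CPM. The candidate written as *Grh2* has no entry of that name in the annotation and was not analysed here.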

Among eight candidates (Figure S5), *Met* was strongly detected in MuSCs during the proliferation process (Figure 3D). C‐Met (encoded in the *Met* gene) is a receptor for HGF (Organ and Tsao 2011). 

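For the pair of *Hgf* with *Met*, the mean of the CPM of the ligand in a macrophage cluster and of the receptor in a myogenic cluster was 62.7 for the Mac_1 side with expanding-like cells. With myotube-like cells it was 40.1 and with MuSC-like cells 20.9. With expanding-like cells the mean was 64.6 for the Mac_0 side, 59.2 for Mac_3-like, 58.4 for Mac_2-like, 54.8 for Mac_5-like and 52.9 for DC-like cells. *Met* is the same in each of these, so they differ only through *Hgf*. In the young libraries *Hgf* was at 25.1 CPM on the Mac_0 side, 21.3 on the Mac_1 side, 5.59 in Mac_5-like and 1.83 in DC-like cells. At 10% of cells the pair was counted for both sides and Mac_3-like cells, but not for Mac_2-like, Mac_5-like or DC-like cells. After thinning it was counted for none.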

The HGF/MET signal was also detected in the ligand‐receptor pairs connecting Mac_1 and all MuSC subtypes, with the highest correlation in expanding MuSCs (Figure 2B, Figure S3). This suggests that HGF/MET signaling may be necessary for promoting skeletal muscle regeneration mediated by the interaction between Mac_1 and MuSCs.

**FIGURE 3:**
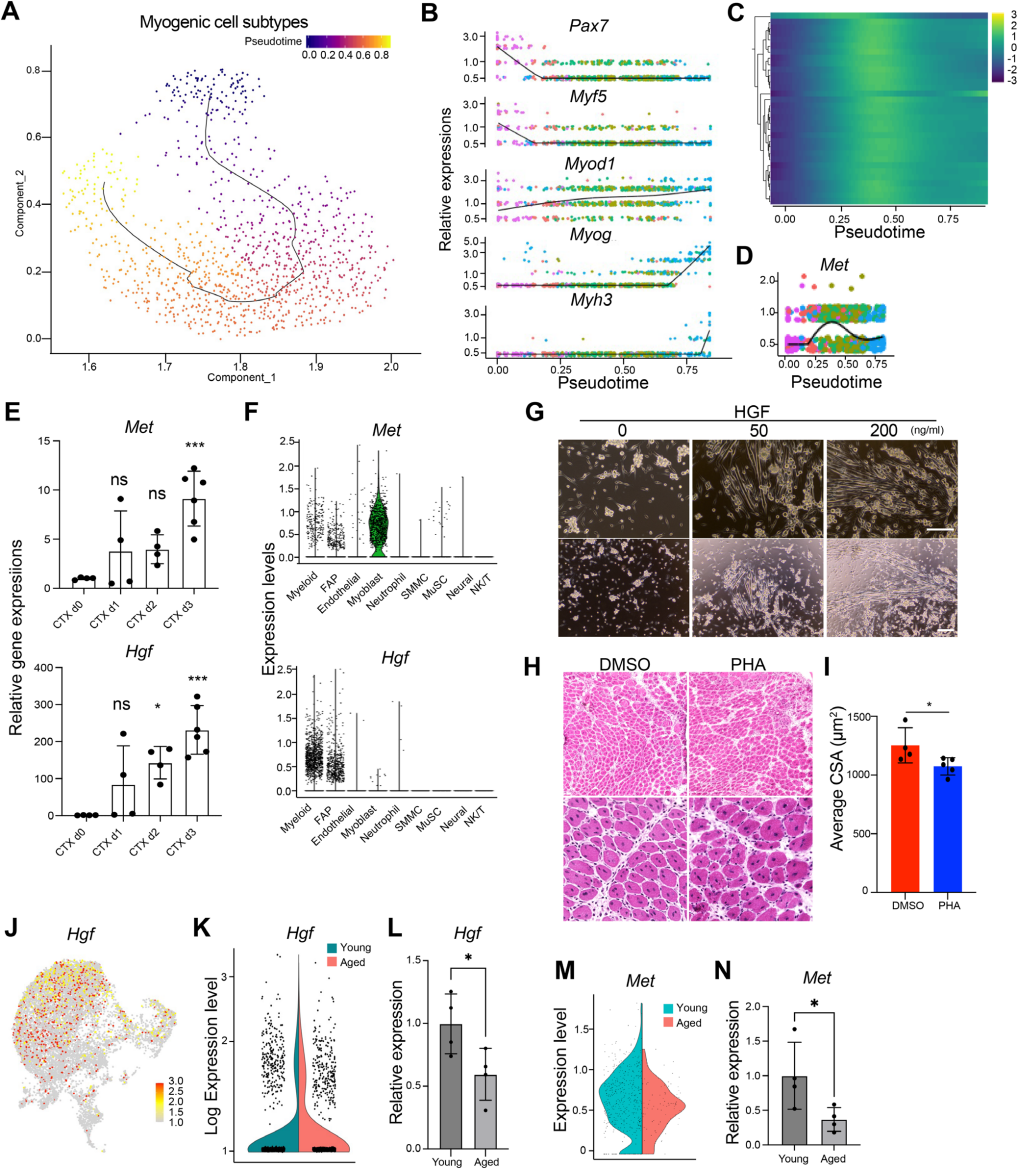
HGF/MET signaling promotes the proliferation of skeletal muscle stem cells in skeletal muscle regeneration. (A) Pseudo‐time trajectory of myogenic cell subtypes from skeletal muscle tissue. (B) Gene expression of *Pax7, Myf5, Myod1, Myog*, and *Myh3* across pseudo‐time. (C) Heatmap showing expression of G2/M‐phase marker genes across pseudo‐time. Higher expression is in yellow; lower expression is in dark blue. (D) Gene expression of *Met* across pseudo‐time. (E) Gene expression of *Met* and *Hgf* during skeletal muscle regeneration in CTX‐injected mice. *n* = 4. Data are expressed as the means ± SD. *p < 0.05 vs. CTX day 0 (one‐way ANOVA with Dunnett's multiple comparisons test). (F) Violin plot showing the expression of *Me*t and *Hgf* in each cell cluster. (G) Effect of HGF on the growth of skeletal muscle stem cells in vitro. Lower panels indicate the larger image of the upper panels. Scale: 200 μm for both upper and lower panels. (H) Effect of the c‐Met antagonist PHA‐665752 (PHA) on skeletal muscle regeneration in vivo. Scale: 100 μm. (I) Quantification of the cross‐sectional areas of the fibers in (G). *n* = 4 for DMSO and *n* = 5 for PHA. Data are expressed as the means ± SD. *p < 0.05 (unpaired two‐tailed Student's *t*‐test). (J) UMAP plots of young and aged macrophage/DC populations projecting the normalized expression of *Hgf* genes. (K) Violin plot of *Hgf* expression in the Mac_1 subpopulation. (L) qPCR analysis of *Hgf* expression in isolated CD45^+^/F4/80^+^ macrophages within regenerating skeletal muscle tissue from young and aged mice. *n* = 4 per group. Data are expressed as the means ± SD. *p < 0.05 (unpaired two‐tailed Student's *t*‐test). (M) Violin plot of *Met* expression in the myoblast subpopulation. (N) qPCR analysis of *Met* expression in isolated MuSCs from young and aged regenerating skeletal muscle. *n* = 4 per group. Data are expressed as the means ± SD. *p < 0.05 (unpaired two‐tailed Student's *t*‐test).

To confirm the scRNA‐seq data, total RNA was independently obtained from mouse muscle tissue during regeneration after injury, and mRNA expression was analyzed. *Met* and *Hgf* expression was induced in the injured tissue 3 days post‐injury (Figure 3E), which supports the idea that HGF/MET signaling is upregulated after muscle injury. In addition, *Met* was exclusively expressed in the myogenic cell population (Figure 3F), while *Hgf* expression was detected in both macrophages and FAPs. 

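*Met*, on chromosome 6 of GRCm38 from 17463800 to 17573980 (plus strand), was at 98.1 CPM (94.7 to 101) in myoblasts of young injured and 78.0 CPM (72.8 to 83.5) in those of aged injured muscle. A *Met* UMI was found in 85.5% of young (median 27708 UMIs per cell) and 88.9% of aged (median 55903 UMIs) myoblasts. With cells thinned to 2000 UMIs, which left out 26 young and 4 aged myogenic cells, these shares were 16.3% and 14.4%. Endothelial cells, taken as a lineage that should lack the gene, had a *Met* UMI in 0.486% of young uninjured (median 4004 UMIs) and 2.32% of aged injured cells (median 5305 UMIs), and in 0.182% and 0.302% after thinning. Elsewhere in injured muscle, *Met* was at 4.02 CPM in young and 4.91 CPM in aged myeloid cells and at 3.64 and 1.92 CPM in FAPs. Tendon cells had 12.0 CPM (5.76 to 22.1) in young and 21.8 CPM (12.5 to 35.4) in aged injured muscle. Of these, 0 of 53 young and 1 of 30 aged cells had a *Met* UMI after thinning. In uninjured muscle tendon cells had 18.5 CPM (10.7 to 29.5) in young and 6.86 CPM (2.76 to 14.1) in aged mice. MuSCs of the same libraries had 14.6 and 13.0 CPM. After thinning, 2 of 63 young and 2 of 213 aged tendon cells of uninjured muscle had a *Met* UMI. Within the myeloid lineage, the cluster led by *Clec9a*, *Xcr1* and *Flt3* had 21.2 CPM (13.5 to 31.9) in young and 22.0 CPM (15.0 to 31.0) in aged injured muscle. A *Met* UMI was found in 17.5% of its young (median 7524 UMIs) and 25.2% of its aged cells (median 12686 UMIs), and in 7.14% and 7.34% after thinning of 126 and 109 cells.

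*Hgf*, on chromosome 5 from 16553495 to 16620152 (plus strand), was at 19.2 CPM (18.1 to 20.3) in myeloid cells and 10.7 CPM (10.0 to 11.5) in FAPs of young injured muscle. In aged injured muscle it was at 17.1 CPM (16.1 to 18.1) in myeloid cells and 9.56 CPM (8.53 to 10.7) in FAPs. Endothelial cells had no *Hgf* UMI in 26 cells of young injured muscle, which allows up to 23.2 CPM, and 3.23 CPM (2.00 to 4.94) in aged injured muscle. Myoblasts had 1.64 CPM (1.23 to 2.13) and 1.41 CPM (0.789 to 2.32). In uninjured muscle *Hgf* was at 5.10 CPM (3.27 to 7.58) in young and 5.78 CPM (4.11 to 7.90) in aged myeloid cells and at 4.54 (3.65 to 5.58) and 6.45 CPM (4.96 to 8.23) in FAPs. An *Hgf* UMI was found in 16.5% of young injured myeloid cells (median 8987 UMIs) and 15.4% of FAPs (median 18653 UMIs), and in 3.87% and 2.33% of the 5636 and 3519 cells that could be thinned. In aged injured muscle the shares were 17.5% (median 12085 UMIs) and 15.7% (median 30477 UMIs), and 3.13% and 1.33% in the 4574 and 901 thinned cells. Of endothelial cells 0.0231% in young uninjured and 2.32% in aged injured muscle had an *Hgf* UMI, and 0.0260% and 0.151% after thinning.

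**Figure D2:**
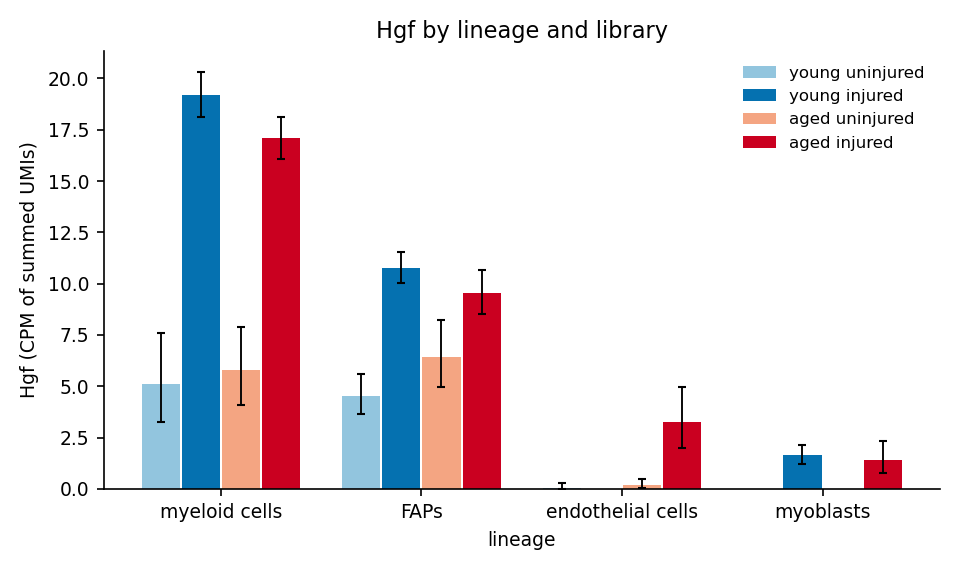
*Hgf* in CPM (vertical axis) in myeloid cells, FAPs, endothelial cells and myoblasts (horizontal axis) of the 4 libraries, with 1 library per condition. Bars start at 0, error bars are exact 95% Poisson intervals, and groups with under 50 cells are not drawn. Among the lineages drawn, myeloid cells had the highest level in injured muscle, 19.2 CPM in young and 17.1 CPM in aged mice.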

Because large numbers of macrophages had accumulated within the muscle tissue by day 3 post‐injury, the contribution of macrophages to the secretion of *Hgf* was considered significant (Figure 3F). 

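Of the 2007 *Hgf* UMIs in all cells of young injured muscle, 57.8% (55.6 to 59.97%) came from myeloid cells and 39.3% (37.2 to 41.5%) from FAPs. In aged injured muscle 74.6% (72.3 to 76.8%) of 1460 came from myeloid cells and 21.5% (19.4 to 23.7%) from FAPs. Without injury myeloid cells gave 20.2% (13.4 to 28.5%) of 119 *Hgf* UMIs in young and 29.8% (22.1 to 38.4%) of 131 in aged muscle, and FAPs 75.6% (66.9 to 83.03%) and 48.9% (40.0 to 57.7%). The shares also depend on how many cells of each lineage were sorted. Removing the 8% of cells with the highest doublet score in each library, an alternative chosen after seeing the data, moved the shares of myeloid cells after injury most, to 62.2% in young and 79.3% in aged muscle.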

We then investigated the effect of HGF in MuSCs in vitro. Consistent with past findings (Miller et al. 2000), HGF administration dose‐dependently induced the proliferation of primary mouse MuSCs (Figure 3G). Treating mice undergoing skeletal muscle regeneration with PHA‐665752, a MET inhibitor, significantly reduced the diameters of regenerated skeletal muscle fibers measured on day 7 (Figure 3H,I). These findings suggest that the HGF/MET signaling pathway may be critical to Mac_1‐mediated proliferation of MuSCs during skeletal muscle regeneration. Moreover, we found that *Hgf* expression was weaker in macrophages within regenerating skeletal muscle tissue from aged mice than young mice (Figure 3J–L), which suggests that reduced Mac_1‐derived HGF expression could be responsible for the failure of skeletal muscle regeneration in aged mice. Furthermore, mRNA expression analysis of isolated MuSCs confirmed a reduction in *Met* expression in MuSCs in regenerating skeletal muscle tissue from aged mice compared to young mice, consistent with our scRNA‐seq findings (Figure 3M,N). 

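Macrophages and DCs of injured muscle had 1160 *Hgf* UMIs in young and 1067 in aged mice, a log2 ratio of aged over young of −0.15 (−0.27 to −0.03), a smaller fall than that of the median gene in the same cells. With median-of-ratios scaling the direction changed, to 0.048 (−0.07 to 0.17). In the Mac_0-like cluster, with 853 and 863 UMIs, the ratio was −0.10 (−0.23 to 0.04), where the median of all genes was −0.17. On the Mac_1 side, with 322 and 330 UMIs, it was −0.06 (−0.29 to 0.17) and the median of all genes −0.16. No difference was detectable there at this depth. The side was cut within each library and need not be the same population at both ages, so this ratio does not test the paper's Mac_1. The alternatives gave between −0.27, with cells thinned to 2000 UMIs, and 0.10, both without integration and with median-of-ratios scaling. The ratio was −0.29 (−0.65 to 0.08) in Mac_2-like and −0.28 (−0.71 to 0.13) in Mac_3-like cells, and −0.17 (−0.36 to 0.02) in FAPs. In uninjured muscle macrophages and DCs had a ratio of 0.27 (−0.53 to 1.11). From lower *Hgf* expression in macrophages of aged regenerating muscle (Figure 3J–L), the paper proposes that less HGF from Mac_1 cells could underlie the impaired regeneration of aged muscle.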

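Myogenic cells of injured muscle (1132 young and 201 aged cells) had 3303 *Met* UMIs in young and 834 in aged mice, a log2 ratio of −0.33 (−0.45 to −0.22). The median of all genes in these cells was −0.06. In uninjured muscle the ratio was −0.09 (−1.14 to 0.91), within counting error.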

Taken together, these findings demonstrate that specific macrophage subsets interact with MuSCs via HGF/MET signaling to promote their proliferation during skeletal muscle regeneration.

### 2.7 Muscle Organoids Reproduce Muscle Differentiation Through Interaction With Macrophages

To understand the intercellular communication between MuSCs and the Mac_1 macrophage subpopulation that is necessary for muscle regeneration, we established a 3D muscle organoid from mouse primary cells. Three days after CTX injection into the TA muscles in mice, cells from the damaged tissue, including MuSCs, FAPs, immune cells, blood vessel constituent cells, fibroblasts, and nervous system cells, were isolated. Large muscle fibers were excluded using a strainer, and the remaining cells were aggregated and cultured to create mouse muscle organoids (Figure 4A). On day 6 of culture, muscle organoids had formed and exhibited outwardly radiating muscle fibers accompanied by the expression of MyoD and MyHC (Figure 4B,C). The muscle organoids recapitulated the myotube differentiation process in vitro, as evidenced by the sequential mRNA expression of the myogenic regulatory factor *Myog* and the differentiation markers *Myh3* and *Myh4* (Figure 4D). On day 13 of culture, the organoids contained the rhabdomere and sarcomere structures characteristic of mature muscle fibers (Figure 4E,G).

**FIGURE 4:**
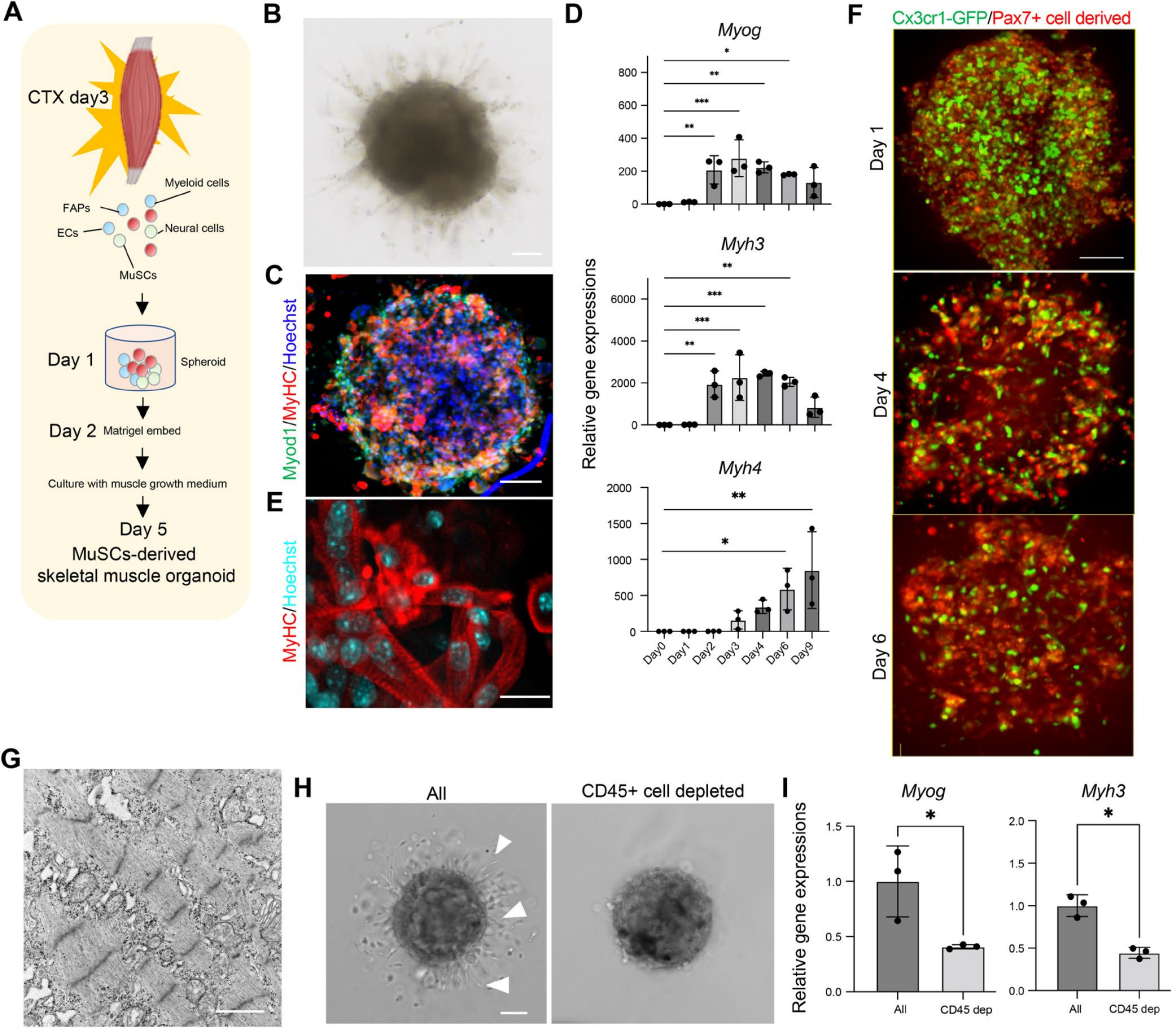
The organoid system recapitulates skeletal muscle regeneration through interaction with macrophages. (A) Schematic overview of establishing the skeletal muscle organoid system. (B) Bright‐field image of a skeletal muscle organoid. Scale 100 μm. (C) Fluorescent staining of MyoD and MyHC in a skeletal muscle organoid. Scale: 100 μm. (D) Gene expression of *Myog*, *Myh3*, and *Myh4* in skeletal muscle organoids during skeletal muscle regeneration (day 0–9). *n* = 3. Data are expressed as the means ± SD. *p < 0.05 vs. Day 0 organoids (one‐way ANOVA with Dunnett's multiple comparisons test). Only significant comparisons are shown. (E) High‐magnification image of MyHC staining in a skeletal muscle organoid. Scale: 20 μm. (F) ^T2‐^CreER‐based PAX7‐tdTomato tracing of skeletal muscle organoids containing CX3CR1‐GFP‐expressing macrophages during skeletal muscle regeneration (days 1–6). Scale 100 μm. (G) SEM image of skeletal muscle organoid. Scale: 1 μm. (H) Bright‐field of skeletal muscle organoids lacking CD45‐expressing cells. Arrowheads indicate differentiated muscle fibers. Scale 100 μm. (I) Gene expression of *Myog* and *Myh3* in control or CD45+ cell‐depleted organoids. *n* = 3. Data are expressed as the means ± SD. *p < 0.05 (unpaired two‐tailed Student's *t*‐test).

To evaluate the intercellular communication between MuSCs and macrophages in vitro, we used fluorescently labeled skeletal muscle cells to generate muscle organoids. Mice derived from crosses between *PAX7‐Cre* ^*ERT2*^: *LSL‐tdTomato* mice labeled for MuSCs and *CX3CR1‐GFP* mice labeled for macrophages were treated with CTX and tamoxifen, after which single‐cell populations were collected from skeletal muscle 3 days after injury (Figure 4F). Our fluorescence imaging showed abundant tdTomato‐positive MuSCs and GFP‐positive macrophages within the organoids the day after cell aggregation, after which the tdTomato‐positive cells differentiated into myotubes (Figure 4F). These data obtained at the start of culture confirmed that the organoids contained both MuSCs and macrophages. It was also confirmed that skeletal muscle fibers within the organoids obtained at the end of the culture were derived from originally Pax7‐positive MuSCs at the start of the culture and not from residual skeletal muscle fibers present from the beginning.

We then used the organoid model to assess the role of leukocytes during muscle regeneration. Control organoids, which contained all the cell types derived from the injured muscle tissue, exhibited outwardly extending muscle fibers on day 6 of culture. However, muscle organoids prepared from cells depleted of CD45^+^ leukocytes were impaired and had not developed myotubes by day 6 of culture (Figure 4H). Moreover, induction of *Myog* and *Myh3* was significantly diminished in the impaired muscle organoids (Figure 4I). To further examine the role of HGF/MET signaling in muscle regeneration within the organoid model, we treated the organoids with the MET inhibitor PHA‐665752, as used previously in vivo (Figure 3H,I). PHA‐665752 treatment significantly impaired myotube formation on day 4 of culture, as evidenced by a reduction in MyHC‐positive myotubes (Figure S6A,B). In addition, *Myf5* expression on day 1 and *Myog* expression on day 4 were significantly reduced in PHA‐665752‐treated organoids compared to controls (Figure S6C), indicating impaired myogenic progression. These results further support the notion that c‐Met signaling is crucial in muscle regeneration within the organoid model.

### 2.8 Mac_1 Promotes the Proliferation of MuSC in Muscle Organoids

To investigate the role of Mac_1 during skeletal muscle regeneration using the organoid model, skeletal muscle organoids were created from all cells collected from injury sites on day 3 post‐injury, as well as from cells in which the Mac_1 fraction was eliminated. Myotube differentiation within these organoids was then compared. Immunofluorescent imaging of day‐4 organoids indicated that the expression of MyHC, a mature myotube marker, was decreased in the organoids lacking the Mac_1 fraction (Figure 5A,B). Myf5, which is widely recognized to be a marker of stem cells activated during the muscle regenerative process, plays a vital role in the early stages of muscle regeneration (Cooper et al. 1999; Ustanina et al. 2007; Wang et al. 2022). In addition, *Cdkn1b*, a negative cell cycle regulator, reportedly plays a central role in the regulatory mechanism by which quiescent stem cells are activated and initiate proliferation (Dumont et al. 2015; Machida et al. 2003). We also used the organoid model to investigate the expression dynamics of those two genes and examined the functional significance of each gene at the early stage of skeletal muscle regeneration. Removal of the Mac_1 fraction reduced the expression of *Myf5* and enhanced the expression of *Cdkn1b* on day 1 of culture, and myotube formation was impaired (Figure 5A–C). This indicates that removing the Mac_1 fraction alone impairs myotube formation, which highlights the importance of Mac_1 to muscle regeneration.

**FIGURE 5:**
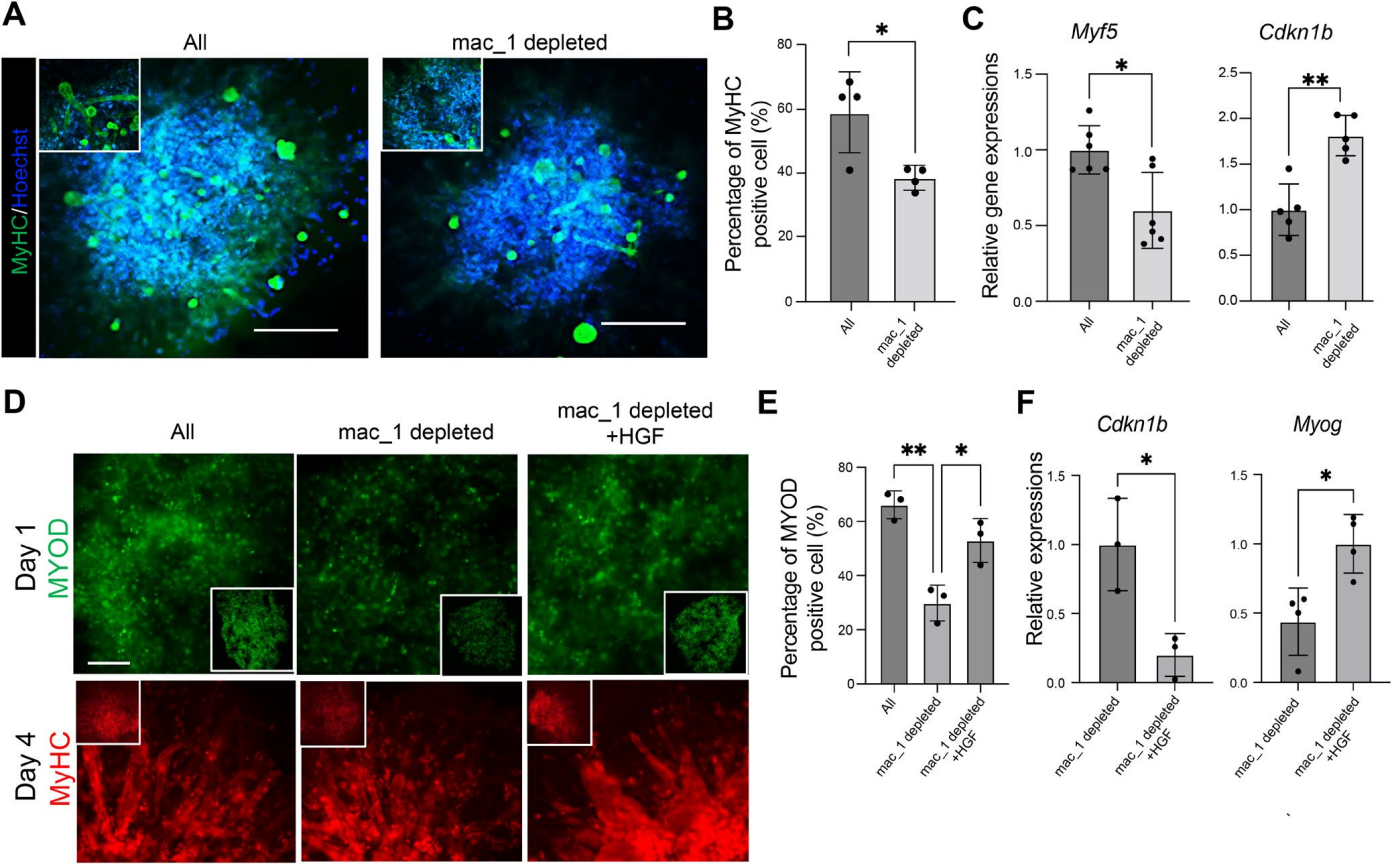
Mac_1 was responsible for promoting skeletal muscle regeneration through *cdkn1b* gene suppression in the organoid system. (A) Staining of MyHC in organoids lacking Mac_1 (F4/80^+^/CD206^dim^/Ly6C^low^/CD9^low^ Cells) on day 4 of culture. Scale 100 μm. (B) Quantification of the ratio of MyHC‐positive cells (cells within green color areas) in (A). *n* = 4. Data are expressed as the means ± SD. *p < 0.05 (unpaired two‐tailed Student's *t*‐test). (C) Gene expression of *Myf5* and *Cdkn1b* evaluated using qPCR. Total RNA was obtained from skeletal muscle organoids depleted of Mac_1 (F4/80^+^/CD206^dim^/Ly6C^low^/CD9^low^ Cells) on day 1 of culture and subjected to analysis. *n* = 6. Data are expressed as the means ± SD. *p < 0.05 (one‐way ANOVA with Tukey's multiple comparisons tests). (D) Staining of MyoD (day 1 after aggregating the cells) and MyHC (day 4 after aggregating the cells) in the skeletal muscle organoids lacking Mac_1, with or without HGF. Scale: 100 μm. (E) Percentage of MyoD‐positive cells in skeletal muscle organoids depleted of Mac_1 with or without HGF in (D). *n* = 3. Data are expressed as the means ± SD. *p < 0.05 (one‐way ANOVA with Tukey's multiple comparisons test). (F) Gene expression of *Cdkn1b* on day 1 and *Myog* on day 4 in skeletal muscle organoids lacking Mac_1, with or without HGF. *n* = 3 for day1 and *n* = 4 for day4. Data are expressed as the means ± SD. *p < 0.05 (unpaired two‐tailed Student's *t*‐test).

### 2.9 Administration of Exogenous HGF Partially Rescues Muscle Regeneration After Macrophage Depletion

The findings that macrophage (particularly Mac_1)‐derived HGF promotes muscle regeneration by stimulating the proliferation of MuSCs via HGF/MET signaling and that HGF expression decreases with age led us to test whether macrophage‐induced activation of HGF/MET signaling promotes muscle regeneration.

The effect of HGF administration was tested using muscle organoids in which the Mac_1 fraction was excluded. In organoids lacking Mac_1, the numbers of MyoD‐positive cells were reduced, but the reduction was reversed by exogenous administration of HGF (Figure 5D,E). MyHC expression and *Myog* mRNA expression on day 4 were also increased by the administration of HGF (Figure 5D–F). Moreover, exogenous administration of HGF also decreased *Cdkn1b* expression on day 1 of culture and restored the proliferation of MuSCs (Figure 5F). In sum, HGF suppressed *Cdkn1b* expression in MyoD‐positive MuSCs within skeletal muscle organoids and promoted myotube differentiation, as indicated by an increase in MyHC‐positive fibers.

Previous studies suggested that macrophages are necessary for muscle regeneration after injury (Liu et al. 2017; Oishi et al. 2024). Our findings so far indicate that macrophage proliferation and accumulation become impaired with aging and that HGF secreted by Mac_1 is essential to promote regeneration. We then addressed whether exogenous HGF can reverse the muscle regeneration defect caused by macrophage depletion. To test this, clodronate liposomes were injected into 8‐week‐old mice to deplete the macrophages within regenerating skeletal muscle tissue. Clodronate administration reduced macrophage accumulation (Summan et al. 2006) and the presence of MyoD‐positive cells on day 3 post‐injury (Figure 6A–D). In addition, the percentage per section of myofibers expressing MYOZ1 (Yoshimoto et al. 2020), a marker of mature regenerated myofibers, relative to those expressing MYH3, a marker of immature regenerating myofibers, was reduced, suggesting regeneration was delayed (Figure 6E). Injections of HGF were then made into the TAs at a dose of 0.5 μg/day every other day starting the day after injury, with PBS administered as a control (Convente et al. 2018; Tirone et al. 2019). On day 3 of regeneration, the frequency of MyoD‐positive cells within muscle tissue was partially restored by HGF administration. HGF administration also partially restored the percentage of MYOZ1‐positive mature myofibers in the regenerated day 7 muscle tissue and decreased the ratio of myofibers thinner than 400 μm (Figure 6F,G). Thus, the regeneration defect caused by macrophage depletion was partially reversed by HGF administration.

**FIGURE 6:**
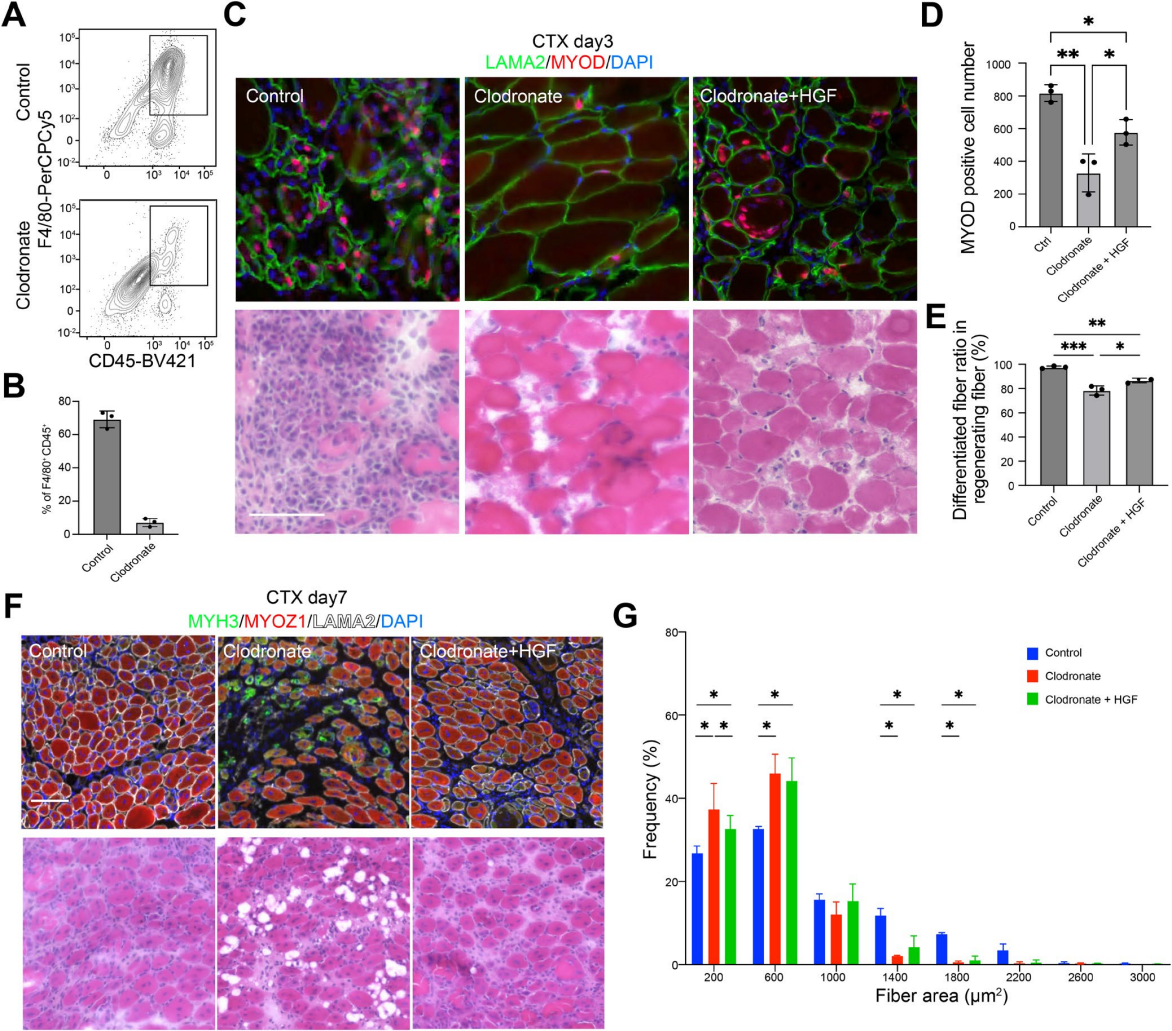
HGF/MET signaling rescues skeletal muscle regeneration due to macrophage dynamic changes in vivo. (A) Flow cytometric analysis shows macrophage depletion after injection of clodronate liposomes. (B) Quantifying percentages of CD45^+^/F4/80^+^ macrophages among live single cells in (A). Data are expressed as the means ± SD. *n* = 3. *p < 0.05 (unpaired two‐tailed Student's *t*‐test). (C) Effect of clodronate administration with or without HGF on MyoD‐ and LAMA2‐positive cells in skeletal muscle on day 3 after CTX administration in vivo. Scale: 100 μm. (D) Effect of clodronate administration with or without HGF on MYOZ1‐positive regenerated and MYH3‐positive regenerating fiber ratios in skeletal muscle tissue sections on day 7 after CTX administration in vivo. Scale: 100 μm. (E) Quantification of MyoD‐positive cell numbers in skeletal muscle tissue after clodronate administration with or without HGF on day 3 after CTX administration in vivo. Cell numbers were counted per unit area of each section. *n* = 3 mice. Data are expressed as the means ± SD. *p < 0.05 (one‐way ANOVA with Tukey's multiple comparisons tests). (F) Quantification of differentiated fiber ratios in skeletal muscle tissue after clodronate administration with or without HGF on day 7 after CTX administration in vivo. *n* = 3. Data are expressed as the means ± SD. *p < 0.05 (one‐way ANOVA with Tukey's multiple comparisons test). Scale: 100 μm. (G) Distribution of muscle fiber cross‐sectional areas. The mean number of muscle fibers within the indicated areas per 2000 myofibers/condition. Data are expressed as the means ± SD. *p < 0.05 (one‐way ANOVA with Tukey's multiple comparisons test).

Following macrophage depletion with clodronate, the delayed muscle regeneration and prolonged inflammation at the site of injury were reminiscent of the conditions observed at the site of injury in older mice (Figure 1J, Figure S2). Given that skeletal muscle regeneration is promoted by HGF derived from macrophages, it was hypothesized that HGF could mitigate the age‐related decline in muscle regeneration. To test that idea, HGF was administered to aged mice, employing a protocol like that used with young mice administered clodronate. Without HGF, aged mice exhibited a smaller percentage of MYOZ1‐positive regenerated mature fibers on day 7 after injury, indicating delayed regeneration. HGF treatment increased the percentage of MYOZ1‐positive fibers and decreased the proportion of thin muscle fibers (< 400 μm^2^), suggesting that HGF can reverse age‐related impairment of muscle regeneration (Figure S6).

## 3 Discussion

This study provides proof of concept for a mechanism by which a specific macrophage subpopulation regulates skeletal muscle regeneration through ligand receptor‐mediated, cell–cell interactions with skeletal muscle stem cells. Moreover, this regulatory mechanism appears to be responsible for the age‐related slowing of skeletal muscle regeneration. Our scRNA‐Seq analysis identified seven macrophage subpopulations within regenerating mouse skeletal muscle and found that these subpopulations change in number, complexity, and gene expression profile with age (Figure 1I–N). In addition, in an in vitro organoid system where cell–cell interactions between macrophages and MuSCs recapitulated skeletal muscle regeneration, the Mac_1 macrophage subpopulation suppressed the expression of the growth inhibitor gene *Cdkn1b* via HGF/c‐MET signaling in MuSCs (Figure 5). However, HGF expression was found to be downregulated in skeletal muscle macrophages from aged mice. Administration of exogenous HGF rescued the diminished skeletal muscle regeneration in macrophage‐depleted and aged mouse models, implicating changes in macrophage‐derived HGF/c‐MET signaling in the slowing of skeletal muscle regeneration associated with aging.

Five of the seven macrophage subpopulations identified in regenerating skeletal muscle did not fit the pro‐inflammatory (Mac_4) or anti‐inflammatory (Mac_5) macrophage phenotype. One of those subpopulations (Mac_0) expresses the senescence‐specific marker GPNMB, which has recently received attention as a target for senolytics and is associated with senescence‐like features (Suda et al. 2021). Although senescent cells are typically associated with detrimental effects on regeneration, they may also have beneficial roles in tissue repair and wound healing (Elder and Emmerson 2020). 

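Mac_0-like cells, named from *Gpnmb*, *Spp1* and *Fabp5*, were 6 of the young myeloid cells of uninjured muscle, or 0.995% (0.366 to 2.15%), and 64 of the aged, or 7.98% (6.20 to 10.1%). The aged share was 8.02 times the young share (3.49 to 22.7). On day 3 after injury the cluster, which includes the Mac_1 side, held 59.0% (57.7 to 60.3%) of young and 56.1% (54.7 to 57.6%) of aged myeloid cells.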

Consistent with earlier findings (Krasniewski et al. 2022; Moiseeva et al. 2023), Mac_0 macrophages were three times more abundant in homeostatic skeletal muscle from aged than from young mice and were significantly increased in regenerating skeletal muscle, regardless of age. The accumulation of senescent cells within tissues mediates a decline in the function of surrounding cells through the release of fluid‐borne factors such as senescent‐associated secretory protein (SASP). Recent studies have also shown that senescent cells inhibit MuSC proliferation, leading to a delay in skeletal muscle regeneration in both young and aged mice (Moiseeva et al. 2023). Still, the extent of the contribution of senescent macrophages to the slowing of skeletal muscle regeneration and the mechanism by which they act remain unknown. In addition, the Mac_6 subpopulation is 7 times more abundant in aged than in young mice. This subpopulation strongly expresses pro‐inflammatory markers such as *S100a9*, *Itgal*, and *Pglyrp1*. Thus, macrophage subpopulations with both inflammatory and aging phenotypes may contribute to age‐related skeletal muscle dysfunction.

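The cluster in which *S100a9*, *Itgal* and *Pglyrp1* scored highest held 20 of the 6397 young and 80 of the 5447 aged myeloid cells of both days, 0.313% and 1.47%. The ratio of the aged to the young share was 4.70 (2.85 to 8.10), and 3.09 (1.83 to 5.50) in uninjured muscle alone, where 18 young and 74 aged cells of the cluster were found. After injury the cluster held 2 young and 6 aged cells. A higher aged share was not particular to this cluster. Of all cells of uninjured muscle, erythroid cells were 0.0901% in young and 1.46% in aged mice, and neutrophils 0.257% and 2.30%. Uninjured muscle gave 603 of the young and 802 of the aged myeloid cells, a larger part of the aged total, which raises the ratio over both days.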

Our study found that ribosome‐related gene expression was reduced in aged macrophages during skeletal muscle regeneration (Figure 1M). Given that ribosome biogenesis is essential for cellular growth and proliferation, this reduction may reflect an impaired ability of aged macrophages to support the regenerative process. Consistent with earlier findings (Krasniewski et al. 2022; Wang et al. 2020), the present study identified macrophages (Mac_3) that actively proliferate within skeletal muscle. We also observed that the Mac_3 population increases significantly during regeneration in skeletal muscle and that it decreases with age (Figure 1K). These findings suggest that the age‐related decline in ribosome biogenesis may lead to reduced proliferation of macrophage subpopulations, such as Mac_3, ultimately contributing to the impaired skeletal muscle regeneration observed in aged mice.

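Before injury 11 young and 13 aged myeloid cells were Mac_3-like, out of 603 and 802, shares of 1.82% (0.914 to 3.24%) and 1.62% (0.866 to 2.76%). Both shares were lower than those of the same age on day 3 by more than counting error.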

Macrophage diversity has been investigated in mice with severe muscle damage from lacerations and in MDX mice, a model of muscular dystrophy, which disrupts skeletal muscle regeneration by promoting chronic inflammatory cell infiltration, excessive fibrosis, abnormal myogenesis, and vascular disorganization (Mojumdar et al. 2014; Novak et al. 2014). Mac_1 macrophages are closely related to the hybrid type in that study and express markers found in all macrophage subpopulations, including the M1 and M2 markers. Unlike in earlier studies, we followed Mac_1 during the period of skeletal muscle regeneration when proliferation was active and observed it positively affect regeneration by enhancing MuSC proliferation. Aging altered the function of Mac_1 (Figure 1N), suggesting the function of hybrid macrophages may also change with aging and under disease conditions from having a positive effect on skeletal muscle regeneration to a negative effect. Future analysis of hybrid macrophages at different times and in different models will provide a deeper understanding of macrophage function.

Previous studies have shown that HGF facilitates skeletal muscle regeneration (Sisson et al. 2009) and that c‐Met, the HGF receptor, is essential for the activation of MuSCs (Webster and Fan 2013). More recently, it was shown that HGF also induces polarization of macrophages to the M2 phenotype during skeletal muscle regeneration (Choi et al. 2019). However, it was unclear whether and how HGF secreted by macrophages directly regulates MuSCs and promotes skeletal muscle regeneration. Using an in vivo mouse model and skeletal muscle organoids in the present study, we obtained evidence that macrophages (Mac_1 in particular) secrete HGF and promote MuSC proliferation by suppressing *Cdkn1b* expression, thereby inducing skeletal muscle regeneration (Figure 5). Expression of macrophage‐derived HGF was reduced in the skeletal muscle of aged mice, and exogenous HGF administration to aged mice partially reversed the aging‐related reduction in skeletal muscle regeneration. This suggests that changes in macrophage‐derived HGF expression are involved in the onset and progression of age‐related impairment of skeletal muscle regeneration. Recently, HGF was identified as a plasma protein responsible for sarcopenia in a genome‐wide association study in sarcopenia patients (Jiang et al. 2023). Plasma HGF levels are lower in patients with sarcopenia than in healthy controls, and the results of our study suggest that this reduction may be due to decreased synthesis and secretion by macrophages. This makes HGF and HGF‐secreting macrophages potential therapeutic targets for treating sarcopenia in humans. Other studies have also reported that age‐related nitration of tyrosine residues in extracellular HGF results in the loss of c‐met binding capacity and muscle tissue homeostasis (Elgaabari et al. 2024). It is thus becoming clear that HGF is a critical factor in age‐related skeletal muscle homeostasis and regeneration and a potential therapeutic target for the treatment of sarcopenia. As a natural bioactive protein, the use of HGF itself has drawbacks in terms of production cost and the need to combine it with drug delivery technology. However, there are reports of the successful creation of artificial MET agonists (artificial HGF) to replace HGF (Ito et al. 2015), and it is anticipated that a small‐molecule MET agonist useful for the treatment and prevention of sarcopenia will be developed.

In the present study, we developed skeletal muscle organoids that enabled us to evaluate the function of macrophage subpopulations during skeletal muscle regeneration. While model systems that reproduce skeletal muscle regeneration have been reported previously, most require unique culture methods and techniques and focus on the contraction and strength of skeletal muscle, rarely focusing on cell–cell interaction among multiple cells during skeletal muscle regeneration (Cho and Jang 2021; Kase et al. 2023). By contrast, our innovative muscle organoid model is a simple culture system that requires no special equipment and enables recapitulation of the cell–cell interactions among multiple cell types. The initial step involves passing cells through strainers to eliminate damaged and dead myofibers. Consequently, this model system does not include phagocytosis of damaged myofibers by macrophages; however, the activation, proliferation, and differentiation of MuSCs can be visualized (Figure 4). Within the organoid system, MuSCs and macrophages coexist most abundantly on the day after the cells are collected and aggregate during the proliferative phase before differentiation proceeds (Figure 4). This indicates that cell–cell interactions play crucial roles within organoids during the proliferative phase of skeletal muscle regeneration. Consequently, this model provides an excellent opportunity to investigate the effects of interaction between MuSCs and macrophages on skeletal muscle regeneration through MuSC proliferation. This model is also suitable for a wide range of skeletal muscle studies, as it enables functional evaluation of multiple cell interactions, particularly during the proliferative phase, without the need for complex manipulations.

## 4 Limitations of This Study

Mac_1 promoted muscle regeneration and repair by modulating MuSC proliferation in a skeletal muscle organoid model. It should be noted, however, that this model does not fully recapitulate skeletal muscle regeneration in vivo. While the effects on proliferation are strongly reflected, the effects on differentiation are limited. Although FAPs promote skeletal muscle regeneration by producing extracellular matrix, the use of Matrigel, an extracellular matrix substrate, in this model may have reduced the impact of FAPs on skeletal muscle regeneration. Regarding vascular endothelial cells, the absence of in vivo vascular functionality, such as nutrient supply from the blood, in the organoids may have contributed to the present findings. More precise model systems will be required to study the mechanisms of skeletal muscle regeneration through cooperation between macrophages, MuSCs, and other cell types. In addition, it should be noted that HGF expression was also observed in the Mac_0 subpopulation, suggesting that the removal of Mac_1 in this study did not completely suppress HGF/MET signaling. This study was carried out primarily in mice, so the role of macrophage subpopulations in human skeletal muscle regeneration remains to be determined. 

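In young injured muscle *Hgf* was at 25.1 CPM (23.05 to 27.4) on the Mac_0 side, with 531 UMIs, and at 21.3 CPM on the Mac_1 side. In aged injured muscle the levels were 23.1 CPM (21.2 to 25.2) and 20.5 CPM. The Mac_2-like cluster had 12.8 CPM in young and 10.5 CPM in aged mice, the Mac_3-like 14.5 and 12.0 CPM and the DC-like 2.05 and 1.20 CPM.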

RNA‐Seq analysis targeting human skeletal muscle macrophages and experiments using human cells are expected to clarify the effects of macrophage subpopulations on human skeletal muscle regeneration.

One limitation of this study is that we primarily relied on the CTX‐induced regeneration model to investigate macrophage subpopulations and their role in skeletal muscle regeneration. While the CTX model is widely used to study muscle regeneration due to its reproducibility and well‐characterized regenerative timeline (Wang et al. 2022), it primarily induces acute muscle injury and may not fully recapitulate the chronic regenerative deficits observed in other models, such as BaCl_2_‐induced injury, denervation, or age‐related muscle degeneration (Cui et al. 2023; Hardy et al. 2016). Therefore, further studies are needed to determine whether the macrophage subpopulations and mechanisms identified in this study play similar roles in other models of muscle regeneration, including those associated with aging‐related decline.

Despite the limitations of this study, it has been demonstrated that heterogeneous macrophage subpopulations are present in skeletal muscle during the regenerative process and that the dynamics of those subpopulations change significantly with age. Some subpopulations also regulate MuSC status through ligand–receptor signaling to promote skeletal muscle regeneration, ameliorating age‐related defects. In summary, it is anticipated that targeting specific macrophage subpopulations and their signaling pathways will contribute to the development of effective strategies for preventing and treating sarcopenia.

## 5 Materials and Methods

All experimental procedures were conducted according to a protocol approved by the President of Nippon Medical School after being reviewed by the Nippon Medical School Animal Care and Use Committee (Approval No. 30–027) and adhered to the relevant guidelines and regulations concerning the management and handling of experimental animals. This study is reported in accordance with the ARRIVE guidelines (https://arriveguidelines.org).

### 5.1 Animals

C57BL/6J male mice were purchased from Sankyo Labo Service (Japan). Both the young (8‐week‐old) and aged (24‐month‐old) mice used in these experiments were housed at 22°C under a 12‐h light/dark cycle and fed ad libitum.

### 5.2 Muscle Regeneration

To induce muscle injury, mice were anesthetized with isoflurane (1.5%–2%) (Pfizer, NY, USA) and 100 μL of 10 μM cardiotoxin (Sigma‐Aldrich, St. Louis, MO, USA) (CTX) was injected into the tibialis anterior (TA) muscles using a 29 G syringe (Terumo, Tokyo, Japan). Both TA muscles in each mouse were injured and then collected 7 days after CTX injection.

### 5.3 Histological Staining

For hematoxylin/eosin staining, TA muscles were fixed by immersion in Tissue‐Tek Ufix (Sakura Finetek, Tokyo, Japan), embedded in paraffin, and cut into 10‐μm‐thick sections. The sections were then deparaffinized, rehydrated, stained with hematoxylin for 3 min, washed with running water for 15 min, stained in eosin for 15 min, and quickly washed in an ethanol series (70%, 80%, 90%, 95%, and 100%) before finally washing twice in xylene. Images of the hematoxylin/eosin‐stained sections were then acquired using a microscope (BZ‐X810, Keyence, Osaka, Japan) and analyzed to assess the minor fiber axis and to quantify regenerating and necrotic fibers.

For immunostaining, TA muscles were isolated 0, 1, 3, 5, or 7 days after CTX injection, frozen in cooled isopentane in liquid nitrogen, cut into 10 μm‐thick cryosections, and stained for the antibodies listed in Table S2 and with Hoechst 33342 (Thermo Fisher Scientific). Images of stained sections were acquired using a confocal microscope (Oxford Instruments Andor, Northern Ireland) or BZ‐X810 microscope.

### 5.4 Injection of PHA‐66752

PHA‐665752 (Selleck Chemicals, USA), a c‐met inhibitor, was dissolved in 2% DMSO (Sigma Aldrich, USA) in corn oil (FUJIFILM Wako Pure Chemical Corporation, Japan) and intraperitoneally administered to mice daily at a dose of 20 mg/kg. Administration was performed from the day of CTX‐induced skeletal muscle injury to day 3.

### 5.5 In Vivo BrdU Labeling

Proliferating cells were detected using a FITC BrdU Flow Kit (BD Biosciences, USA). The cells were labeled in vivo through intraperitoneal injection of bromodeoxyuridine (BrdU) in PBS at a dose of 50 mg/kg on day 3 after CTX injection. 1 h after the BrdU injection, TA tissues were isolated, fixed, permeabilized, and stained with FITC‐conjugated anti‐BrdU antibodies according to the instructions in the FITC BrdU Flow Kit.

### 5.6 Injection of Clodronate‐Encapsulated Liposomes

Clodronate liposomes were used to generate a macrophage depletion model described previously (Liu et al. 2019; Summan et al. 2006). Clodronate liposomes and control liposomes were purchased from Katayama Chemicals (Japan). Clodronate liposomes or control liposomes (40 μL) were diluted to 100 μL with PBS and injected intraperitoneally 48 h before CTX injection and on days 0 and 3 after CTX administration.

### 5.7 Injection of HGF

One group of mice received 20 μg/kg injections of HGF (R & D, Minneapolis, MN) in 50 μL of saline daily into both TA muscles on day 1 after CTX injection. For all experimental injections, the same volume of saline was injected into the TA muscles of the mice that served as controls.

### 5.8 Sample Processing for Flow Cytometry

Samples were prepared for fluorescence‐activated cell sorting (FACS), as described previously (Watanabe et al. 2023). Isolated TA muscles from each mouse were homogenized and digested with collagenase II solution (2 mg/mL, Worthington Biochemical, Lakewood, NJ, USA) for 1 h at 37 C in a shaker. The sample was then neutralized with FACS buffer (PBS with 2% FBS and 1X pen/strep) and centrifuged at 500× g for 3 min, and the supernatant was removed. The cell suspensions were passed through 100‐μm strainers, centrifuged, aspirated, resuspended, and passed through 40‐μm strainers. Pelleted cells were resuspended in PBS with 2% FBS for antibody staining and analysis. The following antibodies directed against mouse antigens were used: BV421‐conjugated CD45 (clone 30‐F11, BioLegend, San Diego, CA, USA), PECy7‐conjugated CD11b (clone M1/70, BD Biosciences, Franklin Lakes, NJ, USA), APCCy7‐conjugated Ly6G (clone 1A8, BioLegend), APC‐conjugated Ly6C (clone HK1.4, BioLegend), PE‐conjugated F4/80 (clone T45‐2342, BD Biosciences), FITC‐conjugated Siglec‐F (clone S17007L, BioLegend), and PE‐conjugated CXCR2 (clone SA044G4, BioLegend). Data were acquired with a FACSAria III (BD, Franklin Lakes, NJ, USA) and LSRFortessa (BD) and analyzed using FlowJo v10 (Treestar, San Francisco, CA, USA). In addition, the numbers of live cells were counted. The absolute value of each cell count was calculated by multiplying the percentage of the total cells counted that were alive by the number of live cells. Cell counts for muscle tissue are expressed per unit tissue weight, peripheral blood cell counts are expressed per unit blood volume, and bone marrow cell counts per tibia.

### 5.9 Single‐Cell RNAseq

Live (7AAD‐negative) leukocytes (CD45‐positive), fibro‐adipogenic progenitors (Ly6A/E‐positive), endothelial cells (CD31‐positive), and skeletal muscle stem cells (CD106‐positive) were sorted from mouse TA muscle tissue with FACS on days 0 and 3 of regeneration. Cells were then processed for droplet‐based scRNA‐seq. Single‐cell capturing and library generation were performed with Chromium Single Cell 3’ Reagents Kits v3 (10× Genomics, CA, USA) using the manufacturer's protocol. The sorted cells were resuspended at a concentration of approximately 1000 cells/μL in PBS containing 0.1% BSA, and we targeted 10,000 cells per sample for capture.

A single cell suspension was mixed with RT‐PCR master mix and loaded with Single Cell 3′ v3 Gel Beads and Partitioning Oil onto a Chromium Chip B. The chip was then loaded onto a Chromium Controller for single‐cell GEM generation. Immediately following GEM generation, the Gel Bead is dissolved, primers are released, and any co‐partitioned cell was lysed. Incubation of the GEMs produces barcoded, full‐length cDNA from poly‐adenylated mRNA.

After GEM disruption, full‐length cDNA was amplified to generate a library. Finally, amplified cDNAs were fragmented, and adapter and sample indexes were added to the finished libraries. The size profiles of the pre‐amplified cDNA and sequencing libraries were examined using an Agilent Bioanalyzer 2100 with a High Sensitivity DNA chip (Agilent Technologies, CA, USA). Libraries were sequenced on an Illumina Hiseq 1500 (Illumina, CA, USA) and HiSeq X Ten (Illumina, CA, USA).

### 5.10 Processing of scRNA‐Seq Data

Cell Ranger software was used for demultiplexing, barcode processing, gene counting, and aggregation (v3.0.2 for young mouse samples and v3.1.0 for aged mouse samples). Cell Ranger mkfastq was used to convert the barcode and read data to FASTQ files. Cell Ranger count was used to identify cell barcodes aligned to an indexed mm10 genome.

### 5.11 Dimensionality Reduction and Clustering

We performed unsupervised clustering and differential gene expression analyses in the Seurat (Hao et al. 2021) package (4.1.1). The data from all samples were combined to generate an aggregate Seurat object. The object was created by filtering cells with > 500 detected genes and a mitochondrial gene percentage < 7. After principal component analysis was performed and a resolution = 0.2 was set, we obtained clusters for each sample. These clusters were also identified based on the marker genes of the major cell types. Unbiased clustered macrophage/DC and myogenic cell populations were subsetted for further subclustering analysis.

### 5.12 Cell Communication Network Analysis

CellPhone DB v2.0 is a publicly available repository of curated receptors, ligands, and interactions (Efremova et al. 2020; Vento‐Tormo et al. 2018). Although it was created using human‐specific ligand–receptor interactions, it can be applied to mouse datasets by mapping human genes to their biomaRT (2.52.0). We used CellPhoneDB for the analysis of cellular crosstalk between macrophage/DC subclusters and myogenic cell subclusters, and interactions in which the macrophage/DC side became a ligand were extracted. Significant cell–cell interactions were selected with a *p*‐value < 0.001.

### 5.13 Quantitative RT‐PCR

Total RNA was isolated from homogenized TA muscles using ISOGEN (Nippon Gene, Tokyo, Japan). Following the manufacturer's instructions, the RNA was isolated using the phenol‐chloroform extraction and isopropanol precipitation protocol. Total RNA was extracted from sorted cells using a NucleoSpin RNA Plus XS (Takara, Japan). Complementary DNA (cDNA) was synthesized using SuperScript IV VILO Master Mix with ezDNase (Thermo Fisher Scientific, USA). cDNA was analyzed using real‐time PCR in a QuantStudio 5 Real‐time PCR system (Applied Biosystems, Foster City, CA, USA) with PowerTrack SYBR Green Master Mix (Applied Biosystems). The primers used for qPCR are listed in Table S1. Glyceraldehyde‐3‐phosphate dehydrogenase (Gapdh) expression was used as an internal control.

### 5.14 Organoid Culture

Isolated TA muscles were homogenized on CTX day 3 and digested with collagenase II solution (2 mg/mL, Worthington Biochemical, Lakewood, NJ, USA) for 1 h at 37°C in a shaker. The cell suspensions were passed through 100‐μm strainers, centrifuged, aspirated, resuspended, and passed through 40‐μm strainers. Pelleted cells were then resuspended in PBS with 2% FBS for antibody staining for flow cytometric sorting.

After resuspending cells in Advanced DMEM/F12 containing 50% FBS and 10 μM Y27632, 2×10^5^ cells/well were seeded into v‐bottom low‐attachment wells in a 96‐well plate. The plate was then spun down in a centrifuge, and the culture was placed in a CO_2_ incubator overnight. Generated muscle spheroids were transferred to wells with a solidified Matrigel bed, after which medium was added to the wells, and the spheroids were cultured for 7 days.

### 5.15 Transmission Electron Microscopy (TEM)

Samples for TEM were fixed in phosphate‐buffered 2% glutaraldehyde (Electron Microscopy Science, PA) and post‐fixed in 2% osmium tetroxide (Heraeus Chemicals South Africa, South Africa) for 2 h in an ice bath. The specimens were dehydrated in a graded ethanol series (FUJIFILM Wako Pure Chemicals Corporation, Osaka, Japan) and embedded in epoxy resin (TAAB laboratories, UK). Ultrathin sections were cut using an ultramicrotome, stained with uranyl acetate for 15 min and lead staining solution for 5 min, and examined using TEM (HITACHI H‐7600).

### 5.16 Satellite Cell Isolation and Culture Conditions

Mouse primary SCs were isolated from the TA muscles of male mice. After excess fat, connective tissue, and tendons were removed, hindlimb muscles were minced and digested in 0.2% collagenase type II (Worthington Biochemical Corp., Freehold, NJ) for 1 h at 37°C. Mononuclear cells were stained with PE‐Cy7‐conjugated anti‐CD31, anti‐CD45, and anti‐Ly6A/E as well as with FITC‐conjugated antiCD106 antibodies for 30 min on ice and resuspended in PBS containing 2% FBS. SCs were isolated using a FACS Aria III flow cytometer (BD Biosciences). Forward scatter, side scatter, and 7‐AAD gating excluded debris and dead cells. Data were collected using FACS Diva software and FlowJo (BD Biosciences). SCs were cultured in GlutaMax DMEM (Life Technologies, Grand Island, NY) supplemented with 20% FBS, 10 ng/mL basic fibroblast growth factor (Cell Signaling Technology, Beverly, MA), 0.2 μg/cm2 iMatrix‐511 silk (Takara bio), and 1% penicillin–streptomycin at 37°C under 5% CO_2_. Myogenic differentiation was induced in GlutaMax DMEM supplemented with 5% horse serum and 1% penicillin–streptomycin on a Matrigel‐coated plate at 37°C under 5% CO_2_.

### 5.17 Statistics and Reproducibility

Statistical analyses were performed using Graph Pad Prism 10 software. The images were prepared using Adobe Illustrator CS5. Sample sizes were not based on power calculations. Data are presented as the mean ± s.d., except where otherwise indicated. For experiments involving two factors, data were analyzed using two‐way ANOVA followed by Tukey's or Dunnett's post hoc tests, except where otherwise indicated. Individual pairwise comparisons were made using Student's *t*‐test, except where otherwise indicated. Values of *p* < 0.05 were considered significant.

## Author Contributions

H.K., M.S., and R.O. carried out the cell culture. H.K., M.S., R.O., and Y.Y. conducted the histological analysis. H.K. carried out animal experiments, analyzed data, and performed single‐cell RNA sequencing experiments. I.M. and Y.O. analyzed next‐generation sequencing data. H.K. and Y.O. conceived the original idea. H.K., R.O., and Y.O. wrote the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Appendix S1.

## Data Availability

All scRNA‐seq data are available in the GEO under accession number GSE272412.

# Supplementary material for: Macrophage Subpopulation Promotes Skeletal Muscle Regeneration Through HGF/MET Signaling‐Mediated Skeletal Muscle Stem Cell Proliferation
**Source:** Aging Cell. 2025 Mar 25;24(6):e70042. doi: 10.1111/acel.70042
**Supplement:** Supplementary file 1 — Appendix S1.

**Supplemental Information**

**Methods**

**Masson-trichrome**

To visualize collagen fibers, tissue samples were stained with Masson Trichrome. Tissue sections were deparaffinized, rinsed under running water, and soaked in mordant (Muto Pure Chemical, Japan). After rinsing under running water, the sections were immersed in Weigert's iron hematoxylin (Muto Pure Chemical, Japan), rinsed with water, then immersed in 0.5% hydrochloric acid alcohol. The sections were again rinsed in running water and soaked in mordant prepared by mixing equal parts of 2.5% phosphomolybdic acid solution and 2.5% phosphotungstic acid solution. The sections were then soaked in orange G solution, washed in 1% acetic acid water, soaked in Masson’s stain A solution, washed in 1% acetic acid, soaked in 2.5% phosphotungstic acid solution, rewashed in 1% acetic acid, soaked in aniline blue, and rewashed in 1% acetic acid. After dehydration, the sections were mounted under coverslips.

**Organoid culture with PHA-66752**

PHA-665752 (Selleck Chemicals, USA), a c-met inhibitor, was dissolved in 2% DMSO (Sigma Aldrich, USA) and added to organoid culture medium with final concentration of 10 μM. The PHA-66752 treatment was performed from the day 0 to day 4 of culture period.

**Supplementary materials**

**Supplementary tables**

**Table S1, Primer sequences for qRT-PCR**

| **Genes** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Met* | GGGAACTGGCTACTGCTCTG | TTCTGCTACACCGTCAGCTTT |
| *Hgf* | TTTGGCCATGAATTTGACCT | AGTGATGGATACCGTCCCTTT |
| *Myog* | CCTTGCTCAGCTCCCTCA | TGGGAGTTGCATTCACTGG |
| *Myh3* | AAAAGGCCATCACTGACGC | CAGCTCTCTGATCCGTGTCTC |
| *Myh4* | GCTTGAAAACGAGGTGGAAA | CCTCCTCAGCCTGTCTCTTG |
| *Myf5* | TGAAGGATGGACATGACGGACG | TTGTGTGCTCCGAAGGCTGCTA |
| *Cdkn1b* | TCAAACGTGAGAGTGTCTAACG | CCGGGCCGAAGAGATTTCTG |
| *Gapdh* | AATGTGTCCGTCGTGGATCT | CATCGAAGGTGGAAGAGTGG |

**Table S2. Reagents and resources for this study**

**Supplementally figures and figure legends**

**
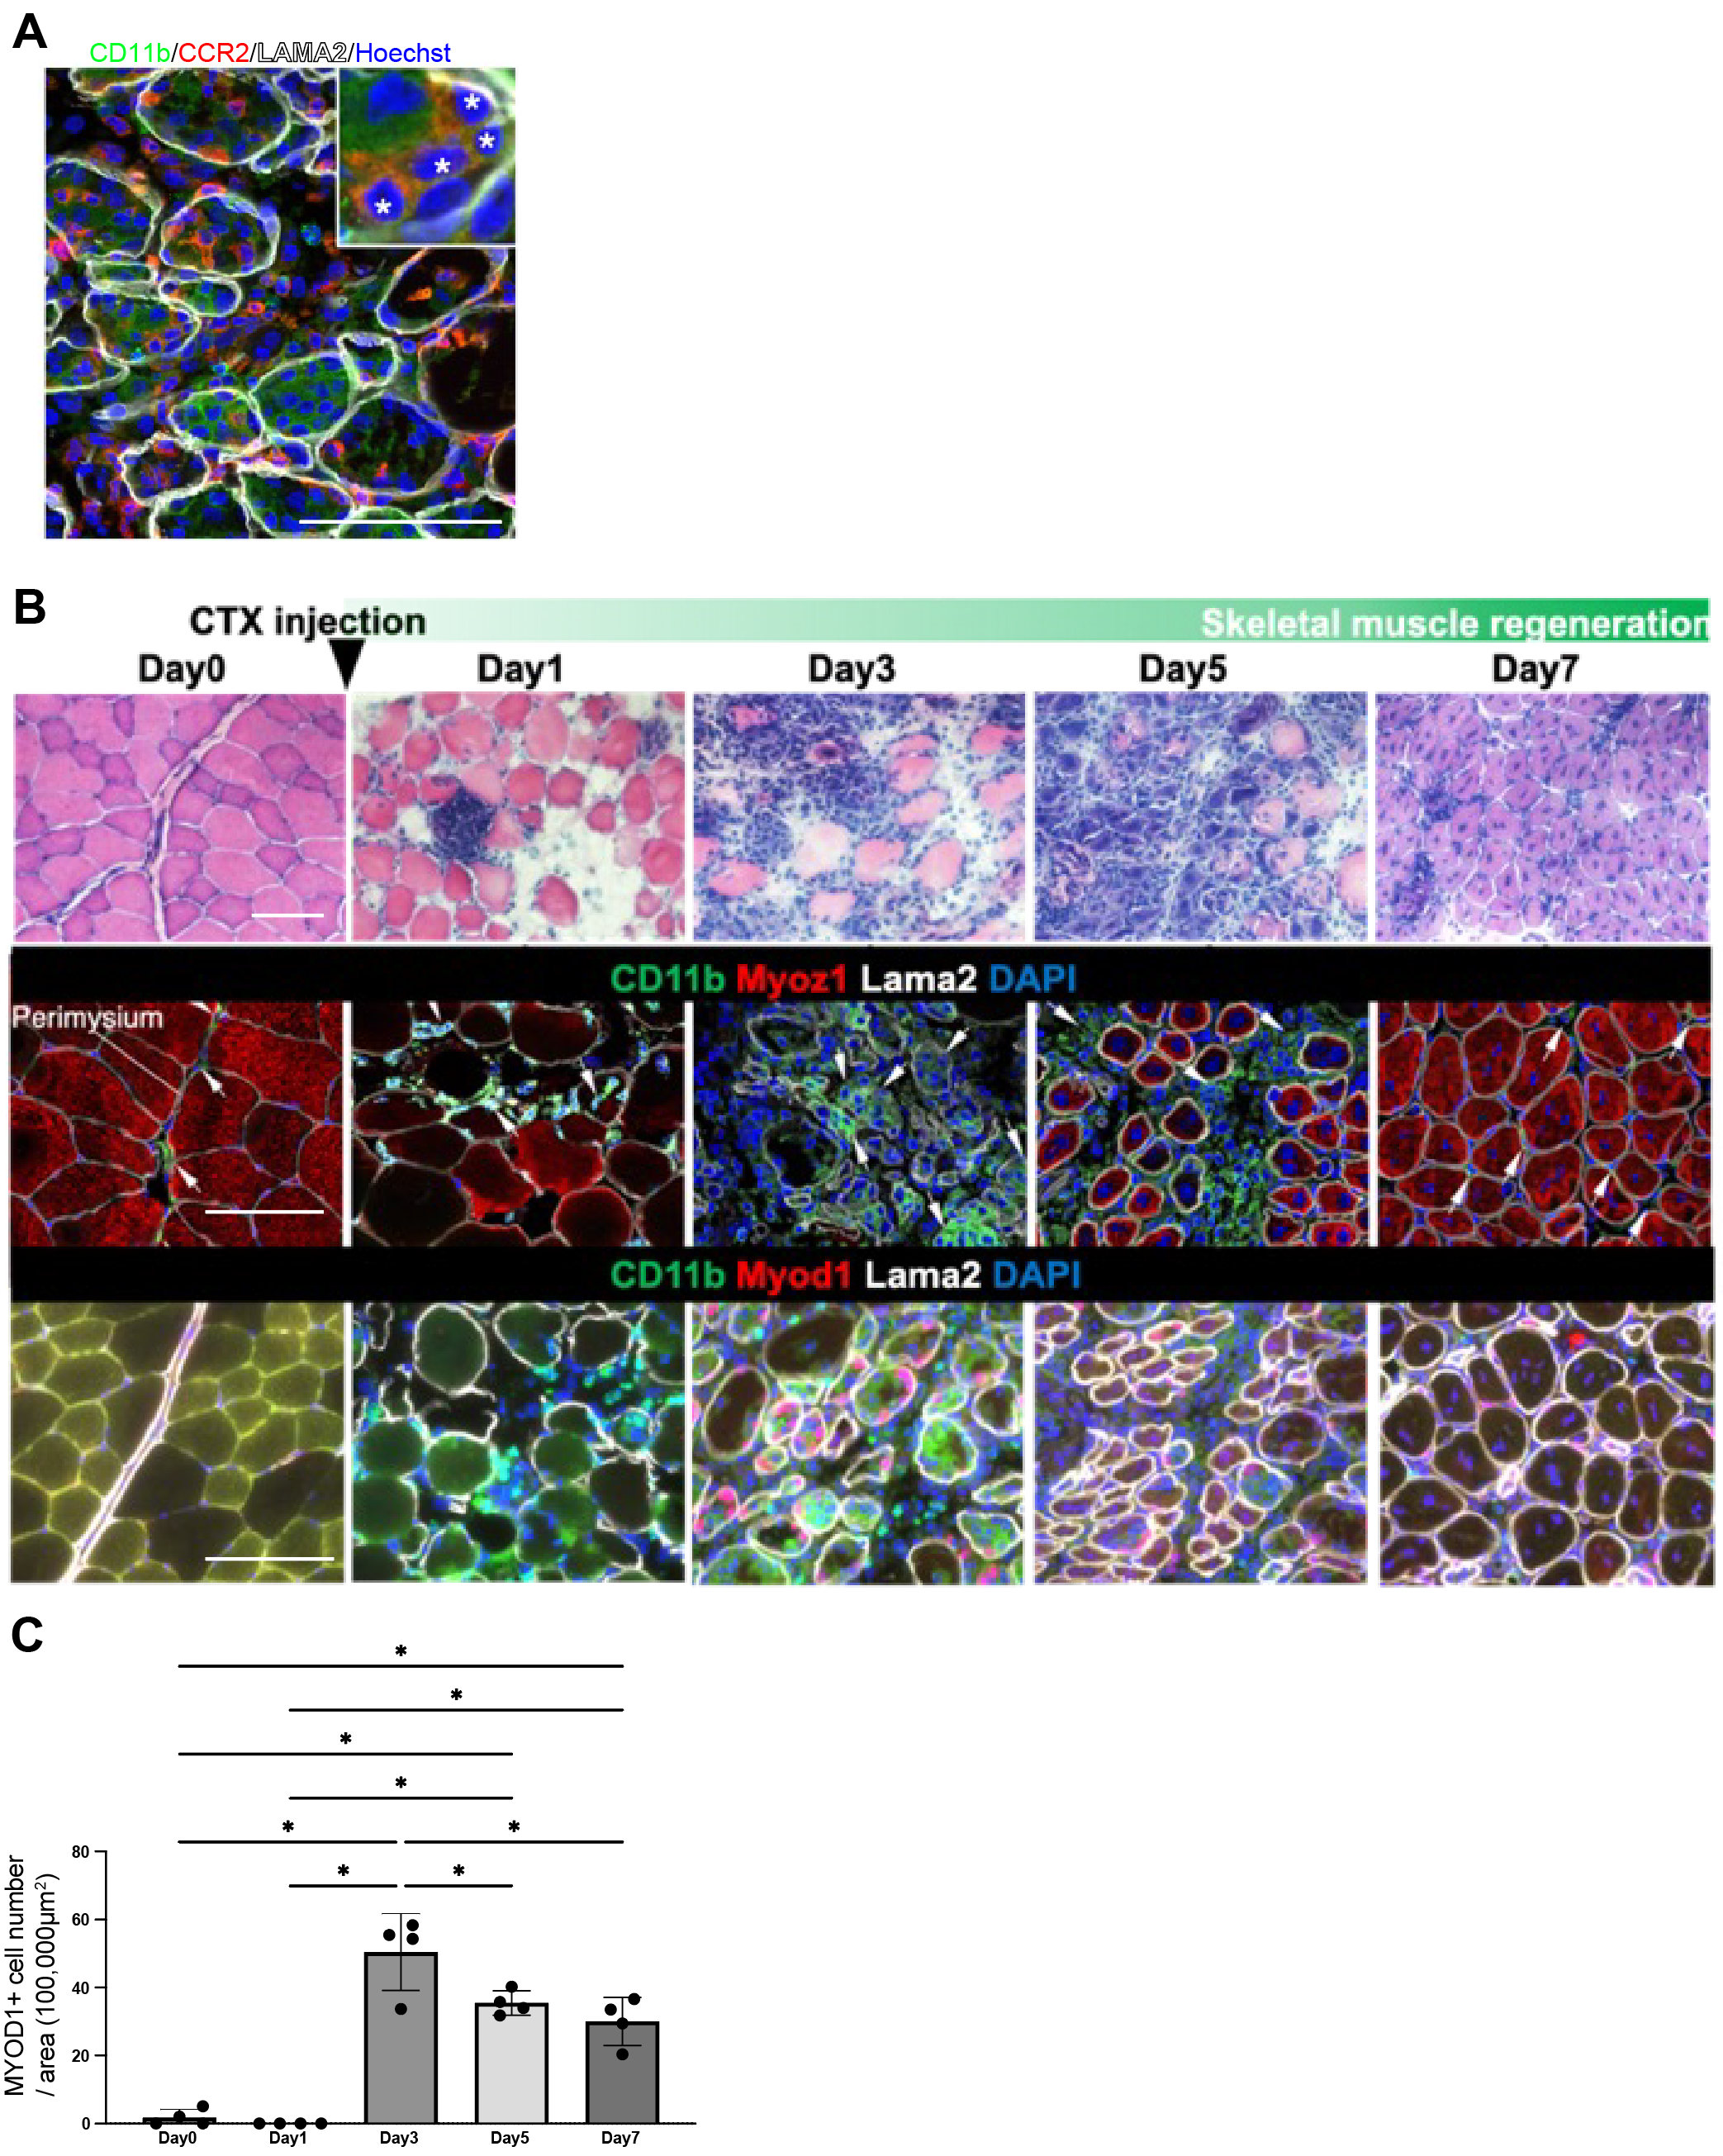
**

**Figure S1, related to Figure 1. Aging delays skeletal muscle regeneration and repair after injury.**

1. Representative image of immunofluorescent staining for CCR2, CD11b and Lama2 in skeletal muscle tissue on day 3 after CTX administration. Scale: 100 μm.
2. Representative image of immunofluorescent staining of CD11b, MYOZ1, LAMA2 and MyoD during skeletal muscle regeneration. Scale: 100 μm
3. MyoD-positive cell number count per unit area (100,000μm^2^) of (B). Data are expressed as the means ± SD. * *p* < 0.05 (one-way ANOVA with Tukey’s multiple comparisons test).

**Figure S2, related to Figure 1. Skeletal muscle regeneration was delayed in aged mice.**

1. H&E staining of young (top) and aged (bottom) TA sections on day 7 after CTX injection. Scales: 100 μm.
2. Masson’s trichrome staining of young (top) and aged (bottom) TA sections on day 7 after CTX injection. Scales: 100 μm.
3. Immunostaining for F4/80 of young (top) and aged (bottom) TA sections on day 7 after CTX injection. Scales: 100 μm.

**Figure S3, related to Figure 2. Mac_1 subpopulation interacted more strongly with myogenic cell populations.**

Dot plot representing a list of ligand receptors between Mac_1 and myogenic subtypes.

**
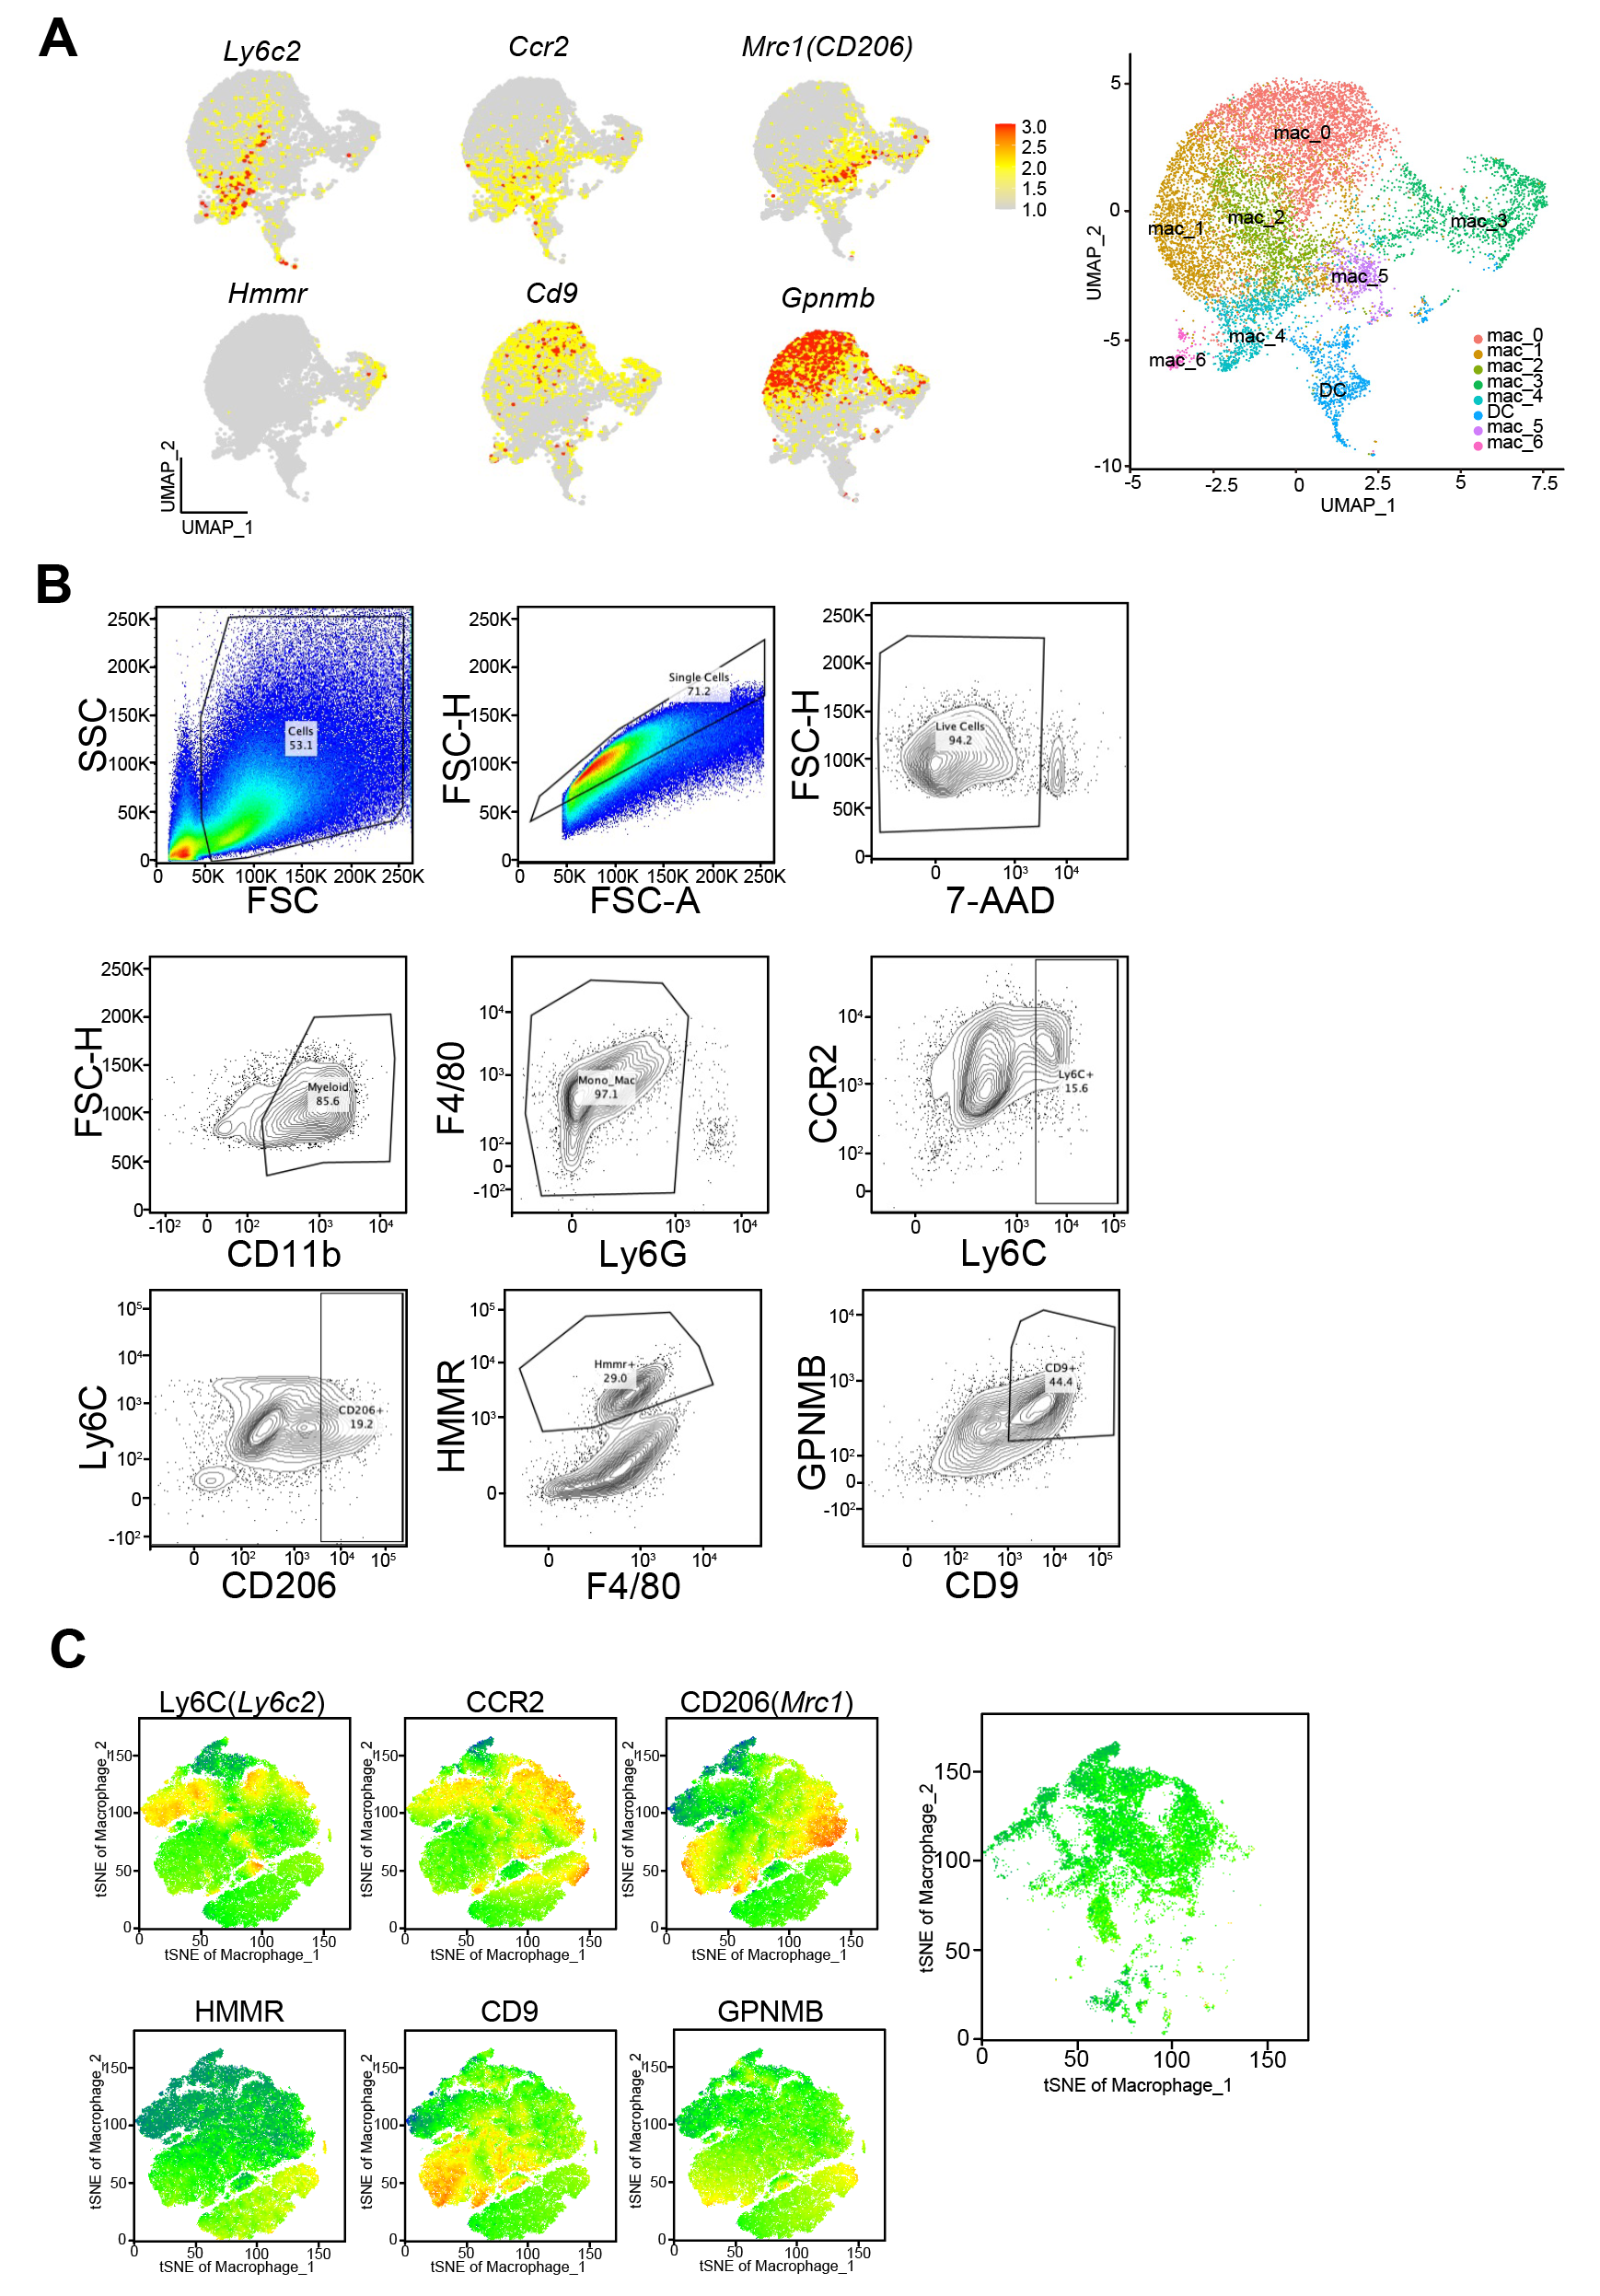
Figure S4, related to Figure 3. Surface antigens that would enable Mac_1 to be fractionated with flow cytometry.**

1. UMAP plots of macrophages projecting normalized expression of major cell surface marker genes in each subpopulation. Right panel shows original UMAP plot with clustering.
2. Strategy for flow cytometric analysis of macrophage subpopulations.
3. tSNE plots of flow cytometry results for the cell surface markers in (A).

**Figure S5, related to Figure 3. Receptors transiently induced in the expanding MuSCs.**

Pseudo-time of gene expression of *Met*, *Cd151*, *Hmmr*, *Rhoa*, *Bsg*, *Cd44*, *Tfrc* and *Grh2*.

**
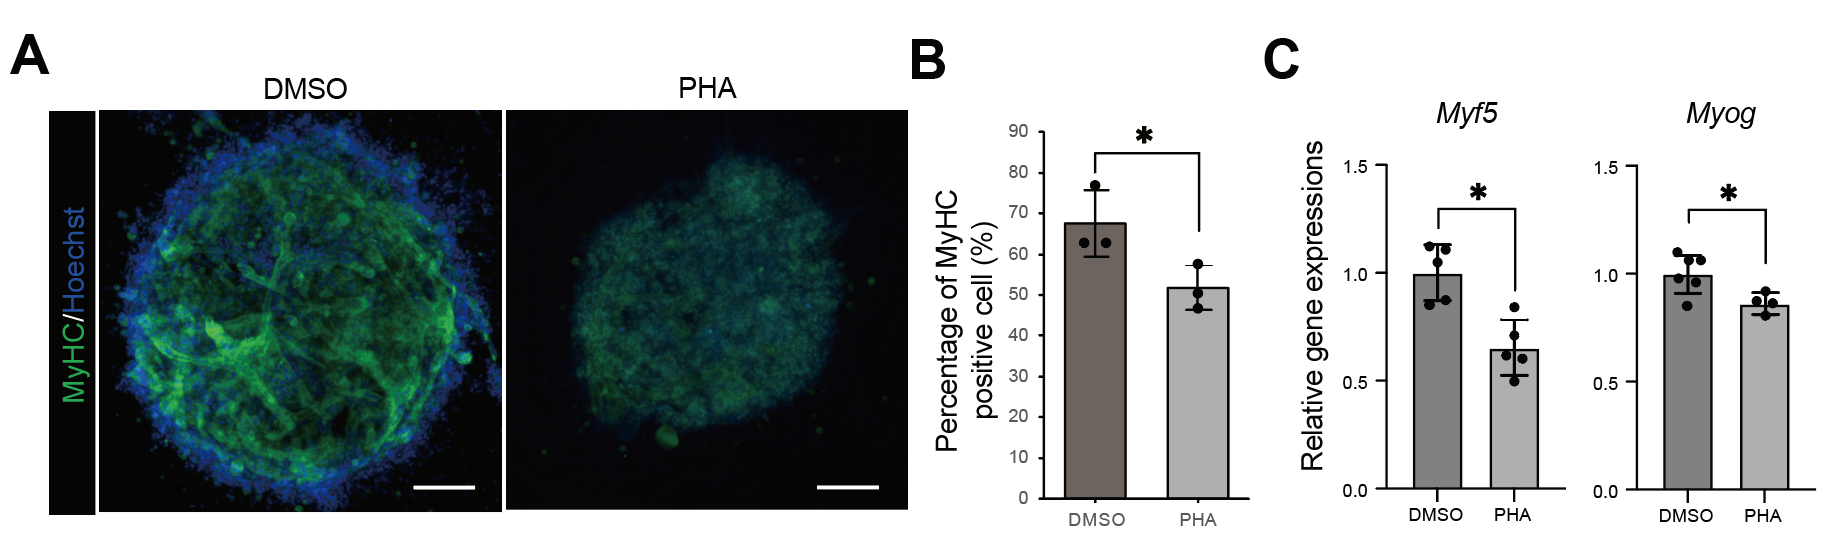
**

**Figure S6, related to Figure 4. HGF/MET signal was responsible for promoting skeletal muscle regeneration in the organoid system.**

1. Staining of MyHC in organoids treated with PHA-665752 (PHA) on day 4 of culture. Scale 100 μm.
2. Quantification of the ratio of MyHC-positive cells (cells within green color areas) in (A). n = 3. Data are expressed as the means ± SD. * *p* < 0.05 (unpaired two-tailed Student’s *t*-test).
3. Gene expression of *Myf5* on day 1 and *Myog* on day 4 in skeletal muscle organoids treated with or without PHA. n = 5 on day1. n = 6 for DMSO and n = 4 for PHA on day4. Data are expressed as the means ± SD. * *p* < 0.05 (unpaired two-tailed Student’s *t*-test).

**
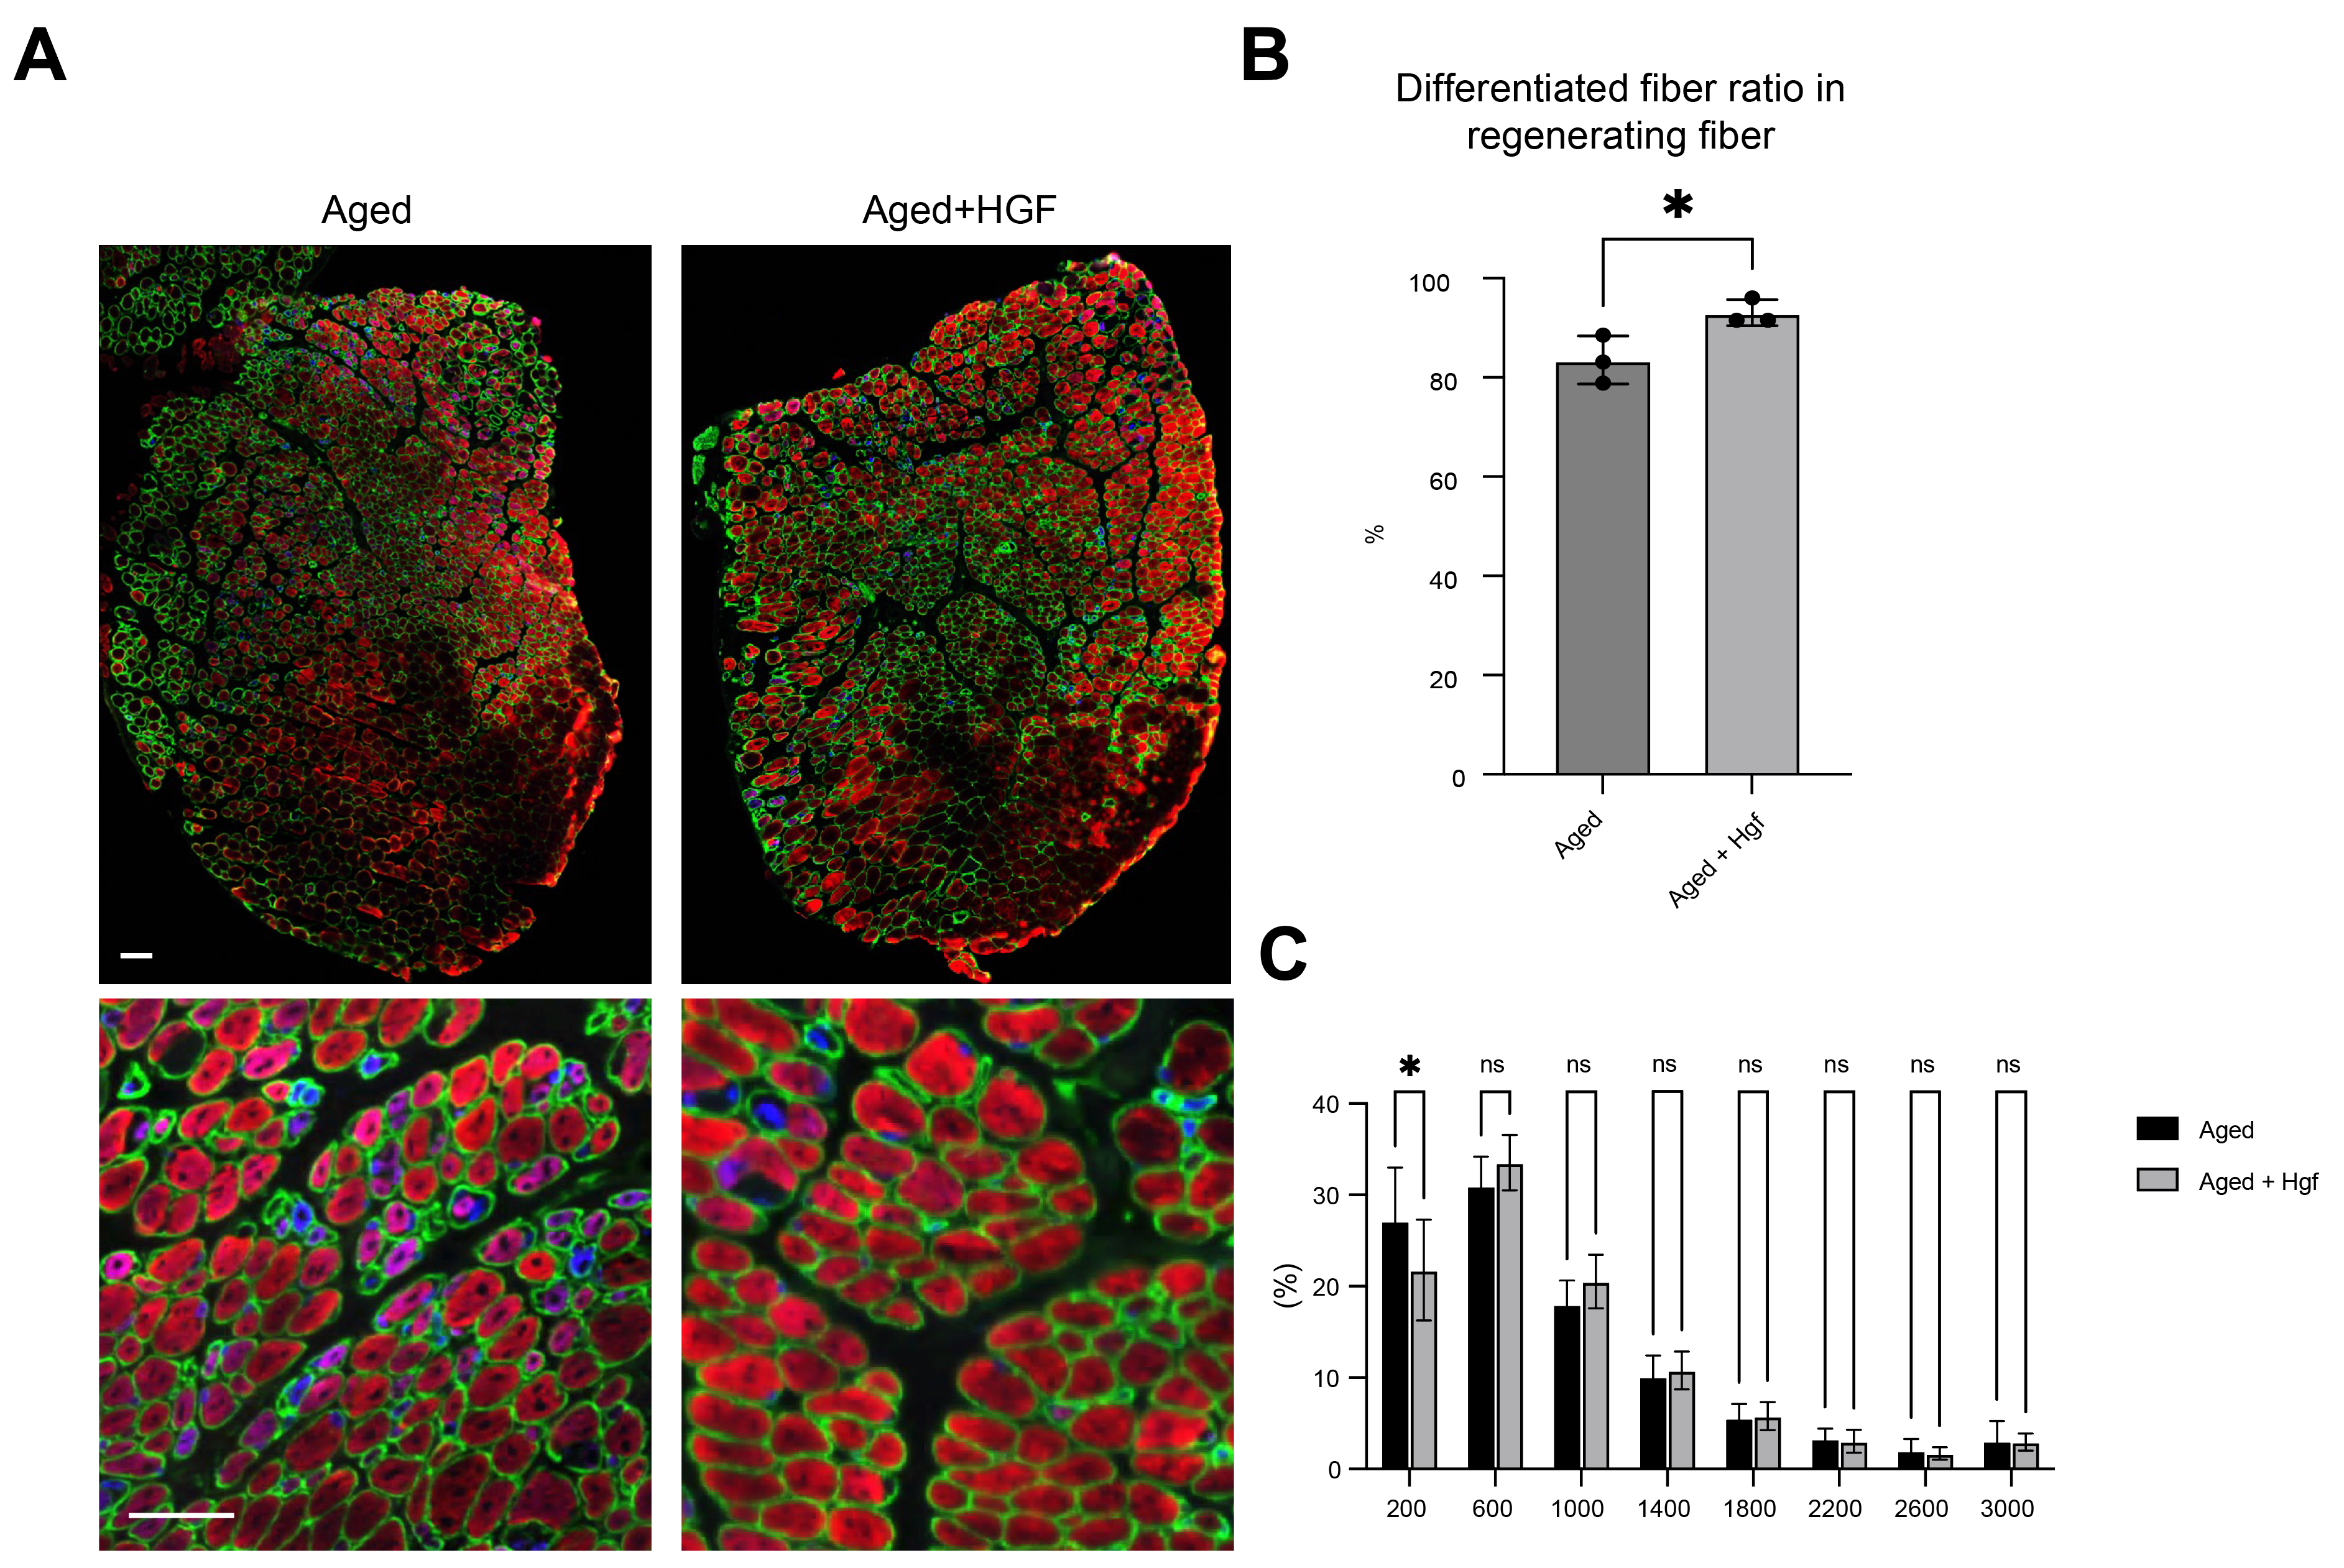
Figure S7, related to Figure 6. The delayed muscle regeneration was observed in older mice.**

1. Representative images of immunofluorescent staining for MYOZ1 and MYH3 in TA sections from aged mice treated with or without HGF on day 7 after CTX administration *in vivo*. Scale: 100 μm.
2. Quantification of the ratio of regenerated MYOZ1-positive fibers among total regenerating fibers shown in image (A). Data are expressed as the means ± SD. n = 3 mice. MYOZ1‑positive regenerated fibers and MYH3-positive regenerating fibers were counted as the total regenerating fiber number. * *p* < 0.05 (unpaired two-tailed Student’s *t*-test).
3. Distribution of muscle fiber cross-sectional areas. The mean number of muscle fibers within the indicated areas per 2,000 myofibers/condition. Data are expressed as the means ± SD. * *p* < 0.05 (one-way ANOVA with Tukey’s multiple comparisons test).

How the deposited data were processed for this re-analysis (not part of the article)

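Single-cell RNA-seq of sorted cells from the tibialis anterior muscle of young and aged mice was analysed in 4 libraries, uninjured and 3 days after CTX injection, with 1 library per condition. For each library the authors deposited the count of UMIs of every gene in every cell barcode, made with Cell Ranger on mm10 from Chromium 3′ v3 libraries and not normalized. The values were checked to be whole numbers, and the same genes were listed in all libraries. The headers of the deposited counts give Cell Ranger 3.0.2 for both young and 3.1.0 for both aged libraries. The paper's text states neither the number of mice in a library nor a removal of doublets, nor the integration or the number of principal components used.

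Counts were read in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, and clustered in R 4.3.3 with Seurat 5.3.0, where the paper used Seurat 4.1.1. Figures were drawn with matplotlib 3.10.9. Cells with more than 500 detected genes and a mitochondrial share under 7% were kept, and doublets were left in. Scrublet scores were computed in each library with an expected rate of 8%. Its automatic threshold marked 85 and 597 cells in the young uninjured and injured libraries and 0 in both aged libraries, so its calls were not used. Removing the 8% of cells with the highest score in each library, 622, 872, 907 and 587 cells, took their place as an alternative chosen after seeing the data.

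Lineages were clustered from 2000 variable genes, 30 principal components and a resolution of 0.2, without integration. Myeloid clusters other than neutrophils were clustered again after anchor integration of young with aged cells, with 20 principal components and the lowest resolution, from 0.2 in steps of 0.1, that gave at least 8 clusters. Myogenic clusters of the young libraries were clustered again without integration, with 20 principal components and the lowest such resolution that gave at least 4 clusters. A cluster was scored for each class by the mean level of its markers, standardized across clusters. A cluster of lineages took the name of the class with the highest score when that score was at least 0.9, or led the next class by 0.3, and 3 of the markers were found in at least 10% of cells. For clusters of macrophages and of myogenic cells the score had instead to be at least 0.5 and at least 66.7% of the highest score that any cluster had for that class, with the same rule on markers found. No name was given when another class had more markers among the 10 leading genes than the class itself, except between T and NK cells, which were named together. The same held when the median of UMIs per cell was under 33.3% of that of the libraries and no marker was among these genes. These thresholds were adjusted after the clusters had been seen. A cluster of macrophages or of myogenic cells with at least 2 markers of another lineage among its 20 leading genes, and more of these than of its own class, was not named, and such macrophage clusters were left out of sums over macrophages and DCs. Leading genes are those with the largest fold over other clusters after adding 5 CPM, and those given for clusters without a name were chosen after their values were seen. Cells of the Mac_0-like cluster were split into a Mac_1 side and a Mac_0 side after no Mac_1-like cluster had been found.

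Genes were named by a rule set before any value was known. It takes every gene the paper names for the scRNA-seq data and, for macrophages and DCs of injured muscle, the 5 largest rises and 5 largest falls among genes with at least 100 UMIs over both libraries and at least 50 CPM in 1 of them. Markers and members of the gene lists were named as such. The lists cover TNF and IL-17 signaling (46 genes), antigen processing and presentation (39, of which 38 are in the annotation), G2/M (22), immediate early response (26) and ribosomal proteins (92). They are not the gene sets the paper used. Ribosomal proteins were taken by symbol, Rpl or Rps followed by a digit, leaving out symbols with -ps. This rule can include genes that are not ribosomal proteins and leave out some that are. The other lists were written from general knowledge of the pathways. The median log2 ratio of a list was set against 10000 random lists drawn with the same number of genes from 20 bins of mean expression. Gene positions are those of GRCm38.

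Sums of UMIs carry exact Poisson intervals, ratios of sums exact intervals for a ratio of Poisson counts and shares Clopper–Pearson intervals, all at 95%. With 1 library per condition no test was made and no genes were called changed. The comparison of ages was tested on simulated data made from the sums over macrophages and DCs. Of 200 genes changed by 1 log2 unit among 11264, 100% were recovered in the right direction, and 95.4% of intervals held the true ratio. A simulated list of 40 genes shifted by −0.5 gave a median of −0.54, and 2% of 100 lists without a shift fell outside the central 95% of random lists. The simulation holds counting error only, so it says nothing on differences between mice or between cells.

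Shares of cells, ratios and list medians in macrophages and DCs of injured muscle, *Met* in myogenic cells, the share of *Hgf* UMIs from myeloid cells and ligand–receptor pairs were each computed again under the alternatives that apply to them. Other ratios and list medians, such as those in FAPs and endothelial cells, were not. The alternatives were a mitochondrial share under 10%, more than 1000 detected genes, no integration, a resolution higher by 0.3, 30 principal components for macrophages, young and aged libraries clustered separately, median-of-ratios scaling between libraries, the mean over cells of each cell's CPM, all cells thinned to 2000 UMIs with shallower cells left out, and a threshold of 5% in place of 10% of cells for ligand–receptor pairs. Thinning left out 620, 462, 3051 and 543 cells of the young uninjured, young injured, aged uninjured and aged injured libraries. Ligand–receptor pairs were a list of 82, since CellPhoneDB was not used. Pseudotime was a diffusion pseudotime in scanpy, in place of Monocle. Flow cytometry, quantitative PCR, organoids and histology were not analysed here. The list of genes that differed by age in every population is not reported here.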

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

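The comparisons of TNF and IL-17 genes across cell types and subpopulations, the scaling test of ribosomal protein genes and the comparison of *Pfn1* with genes of like GC content were chosen only after the results were seen. Each condition is 1 library, so none of the differences between groups reported here was tested.

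Genes of TNF and IL-17 signaling moved in opposite directions with age in macrophages and DCs and in FAPs of the same injured libraries, with median log2 ratios of aged over young of −0.38 and 0.62. A difference in library preparation, sequencing or gene counting that acts alike on all cells of a library predicts 1 direction in both cell types, and the value of 0.62 in FAPs argues against it for the injured libraries. In uninjured muscle the list was at −0.88 in macrophages and DCs, −0.38 in myogenic cells and −0.292 in FAPs. The value in FAPs lay just within that of their random lists (−0.295 to 0.109). Endothelial cells of uninjured muscle were at 0.05 (−0.04 to 0.14) and so showed no fall. For those libraries such a difference stays open. A different mix of macrophage subpopulations is also argued against, since the list was at −0.58 within the Mac_0-like cluster. The fall in macrophages and DCs is smaller relative to the median of all genes, which was −0.20, and the median of the list was −0.18 with median-of-ratios scaling. A technical effect confined to macrophages, such as a response to dissociation in these cells alone, stays open. Age stays open too and was not tested apart from the library.

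Ribosomal protein genes were lower in aged macrophages and DCs after injury, with a median log2 ratio of −0.13, and higher without injury, with 0.30. The first lay under the medians of random lists of like expression (−0.08 to 0.06), while the second lay within them (−0.05 to 0.32), so the rise without injury is not distinct from other genes. In endothelial cells of uninjured muscle the median was 0.46, which argues against a difference shared by both aged libraries that lowers ribosomal protein genes. One confined to the injured pair of libraries stays open, since FAPs of injured muscle were at −0.05. A factor common to all genes, such as the scaling to CPM, moves the random lists alike and so is argued against as the cause of the place of −0.13 under them. It does set the sign, and with median-of-ratios scaling the median was 0.072. Age and injury stay open as untested explanations of the difference between days.

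*Pfn1* was higher in aged endothelial cells of uninjured muscle, with a log2 ratio of 2.59, a population in which the paper does not report the gene. The rise had nearly the same size in each of 7 populations, which were macrophages and DCs, FAPs and myogenic cells with and without injury and endothelial cells without injury, and the lowest of their ratios was 2.59. A difference in library preparation, sequencing or gene counting between young and aged libraries predicts such a shared size, and is therefore a candidate explanation of the rise. It cannot be told apart from age with these libraries. For *Cebpb* the same explanation stays undecided, since its ratio was 0.56 in macrophages and DCs of uninjured muscle and 2.84 in FAPs of injured muscle. GC content is argued against as the cause. The 1008 genes with a GC content like that of *Pfn1* had a median log2 ratio of −0.11 in macrophages and DCs, with 1.43 at their 99% quantile, and 27 genes like *Cebpb* had −0.05. Across genes the ratio had a Spearman rho of 0.112 with GC content. A difference between C57BL/6J and C57BL/6N mice cannot be decided from *Nnt*, which carries a deletion in C57BL/6J. Macrophages and DCs of injured muscle had only 50 young and 45 aged *Nnt* UMIs, and no library of C57BL/6N mice shows the level to be had there. Its log2 ratio was −0.18 (−0.80 to 0.43) in these cells and 0.29 (−0.23 to 0.81) in endothelial cells of uninjured muscle. In FAPs of uninjured muscle it was 0.69 (−0.05 to 1.43), and the interval held 0 in each of the 7 populations. An effect of age common to all lineages stays open and was not tested.

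*Met* was found in the myeloid cluster led by *Clec9a*, *Xcr1* and *Flt3*, genes of dendritic cells, whereas the paper reports the gene in myogenic cells. It was at 21.2 CPM in young and 22.0 CPM in aged injured muscle. Free RNA from lysed myogenic cells would give all other lineages a like low share of cells with a *Met* UMI. With cells thinned to 2000 UMIs the share was 7.14% (3.32 to 13.1%) in this cluster in young injured muscle. In the same library it was 0.662% in Mac_0-like, 1.29% in Mac_3-like, 1.65% in Mac_2-like and 1.69% (0.349 to 4.85%) in DC-like cells. The interval of DC-like cells overlaps that of this cluster, so the comparison with them does not decide on free RNA. Doublets with myogenic cells would bring other abundant myogenic transcripts at the share that *Met* has of its level in myoblasts, 21.7%. Among *Cdh15*, *Myod1* and *Des* the highest was at 1.19% of its myoblast level in young injured muscle, which argues against doublets as the source there. In aged injured muscle *Cdh15* reached 7.95% (9 UMIs), against 28.2% for *Met*. *Myod1* and *Des* had no UMI there, where 3 UMIs would have been 0.603% and 0.367% of their myoblast levels. Expression of *Met* by these cells is a hypothesis, found and tested on the same data.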

How the results depend on the processing

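Removing the 8% of cells with the highest doublet score, splitting the Mac_0-like cluster, leaving mixed clusters out of pseudotime and counting the clusters led by *Clec9a* and by *Ccr7* as DCs were chosen only after seeing the data. The other alternatives were not. No paired analysis was possible because each condition has 1 library and the libraries share a single replicate number, and no result comes from a test. A value with an interval for counting error counts as moved when it left that interval. Median pseudotimes and numbers of ligand–receptor pairs have no such interval, so their place in the counts below says nothing on counting error.

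For the main value of each comparison, 132 recomputed values were counted as the same, 30 moved and 2 changed direction from a main value whose interval excluded 0. Both changes of direction came with median-of-ratios scaling in place of CPM. In macrophages and DCs of injured muscle it gave a log2 ratio of 0.048 for *Hgf* and a median of 0.072 for ribosomal proteins. It also gave 1.86 for *Cd74*, 2.93 for *Cebpb*, 2.93 for *Pfn1*, −2.16 for *Tnf* and −1.75 for *Nr4a1*, and medians of −0.18 for TNF and IL-17 signaling, 0.56 for antigen presentation, −1.71 for G2/M and −0.26 for immediate early genes. *Hgf* in the Mac_0-like cluster, 1 of the 30, moved from −0.10 (−0.23 to 0.04) to 0.076 (−0.06 to 0.21) and so changed sign, with 0 inside both intervals. The scaling takes the median gene as unchanged, so it raises every ratio in these cells, whose median gene stood at −0.20 in CPM. Whether the median gene or the sum of UMIs is the better reference between these libraries was not tested.

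With cells thinned to 2000 UMIs the ratios were 1.45 for *Cd74* and 2.59 for *Cebpb*, and the medians −0.23 for TNF and IL-17 signaling, 0.39 for antigen presentation and −2.03 for G2/M genes. The Mac_0-like cluster then had 10 ligand–receptor pairs with expanding-like cells in place of 32, because fewer genes reach 10% of cells at lower depth. Thinning left out 158 young and 68 aged macrophages and DCs. With the mean over cells of each cell's CPM the values were 1.46 for *Cd74*, 2.62 for *Cebpb*, −2.30 for *Tnf*, 0.34 for antigen presentation and −0.49 for immediate early genes. For thinning and for the mean over cells the cause of the changed ratios was not tested.

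Without integration the ratio of Mac_3 shares was 0.303. Removing cells with high doublet scores gave a G2/M median of −1.67, shares of *Hgf* UMIs from myeloid cells of 62.2% in young and 79.3% in aged injured muscle, and myeloid shares of 55.7% and 65.3% in the same libraries. More than 1000 detected genes gave myeloid shares of 8.00% in aged uninjured and 67.3% in aged injured muscle, and a mitochondrial share under 10% gave 6.51% in aged uninjured muscle. Apart from the change in the cells kept, the cause was not tested.

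Over the alternatives that ran, the ratios in macrophages and DCs of injured muscle lay between 2.71 and 2.93 for *Pfn1*, 2.59 and 2.93 for *Cebpb*, 1.45 and 1.86 for *Cd74*, −2.36 and −2.16 for *Tnf*, −1.98 and −1.75 for *Nr4a1* and −0.26 and 0.048 for *Hgf*. *Hgf* on the Mac_1 side lay between −0.27 and 0.10 and *Met* in myogenic cells between −0.37 and −0.27. The number of *Hgf* UMIs, 322 and 330 on the Mac_1 side, limits what can be seen there, since its interval reaches from −0.29 to 0.17.

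For other shares, counts and median pseudotimes, which have no sign, 151 recomputed values were counted as the same and 64 moved. Of the 64, 12 came with more than 1000 detected genes, 11 with high doublet scores removed, 10 with the higher resolution, 6 with thinning, 6 with a mitochondrial share under 10%, 5 with 30 principal components, 5 without integration, 4 with unnamed clusters counted as DCs, 3 with mixed clusters left out of pseudotime and 2 with ages clustered separately. Some orders of shares changed. With more than 1000 detected genes neutrophils fell with injury, and at the higher resolution Mac_2-like cells of injured muscle were no longer a larger share in aged than in young mice (9.43% against 10.2%). With a mitochondrial share under 10% FAPs of aged muscle were 14.1% without and 14.6% with injury, where the main values fell. With genes in at least 5% of cells the Mac_1 side and the Mac_0 side each had 41 pairs with expanding-like cells.

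Ratios and list medians in uninjured muscle, in single subpopulations other than for *Hgf*, and in lineages other than macrophages and DCs, apart from *Met* in myogenic cells, and *Met* in the cluster led by *Clec9a* were not computed again under the alternatives, apart from thinning for the shares of cells with an *Hgf* or *Met* UMI.

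Removal of the cells Scrublet itself calls was not run, since its threshold marked 0 cells in both aged libraries. No setting gave a Mac_1-like cluster, so none gave a value for Mac_1 as a cluster. With more than 1000 detected genes no cluster scored highest for the Mac_6 markers, and without integration no cluster was named Mac_2-like, so these settings give no value for those clusters.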

Differences from the paper's values

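Leaving clusters led by genes of other lineages out of pseudotime, splitting the Mac_0-like cluster and counting unnamed clusters as DCs were chosen only after seeing the data.

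The Mac_0-like share of myeloid cells in uninjured muscle was 8.02 times higher in aged than in young mice, against the paper's 3. Of the alternatives set before the data were examined, clustering without integration gave the ratio nearest to it, 4.42 (2.07 to 10.8), an interval that holds the paper's value but rests on 8 young cells. The ratio stayed apart with 30 principal components (7.63), a resolution higher by 0.3 (7.89), a mitochondrial share under 10% (8.71) and more than 1000 detected genes (9.84). The young share rests on 6 cells. No Mac_1-like cluster was found, so the Mac_0-like cluster includes the Mac_1 side and is not the same population as the paper's Mac_0.

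DC-like cells were 3.14% of myeloid cells in young injured muscle, against the paper's about 5% in Fig. 1L, read by eye. None of the alternatives set before the data were examined closed the gap. They gave 3.32% with a mitochondrial share under 10%, 3.20% with more than 1000 detected genes, 3.16% without integration, 2.81% with the higher resolution and 3.23% with 30 principal components. The names of clusters were rebuilt, and clusters left without a name carry genes of dendritic cells. Counting those led by *Clec9a* and by *Ccr7* as DCs, chosen after seeing the values, gave 5.42% (4.85 to 6.03%) in young and 8.50% (7.72 to 9.34%) in aged injured muscle, which closes the gap.

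The paper lists a Mac_1 cluster, whereas no cluster took the markers *Cd83*, *Cxcl2* and *Junb*, whose score in the Mac_0-like cluster was −0.14. The paper ranks Mac_1 above the other macrophages in ligand–receptor interactions with myogenic cells. In the list of 82 pairs, counted without a permutation test, the Mac_1 side had 32 with expanding-like cells, the Mac_0 side 34 and Mac_2-like cells 32. The order of the sides depends on the setting, since both had 41 with genes in at least 5% of cells and 10 with thinned cells. For the pair of *Hgf* with *Met* the mean was higher on the Mac_0 side (64.6 CPM) than on the Mac_1 side (62.7 CPM). The means differ only through *Hgf*, at 25.1 and 21.3 CPM.

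The paper gives lower *Hgf* in aged macrophages, from these data and from quantitative PCR of isolated macrophages with replicates (Figure 3L). The latter was not analysed here and is not put in question by single libraries. The log2 ratio had that direction in macrophages and DCs, at −0.15, but the median of all genes was lower, at −0.20. On the Mac_1 side the ratio of −0.06 lay within counting error. That side was cut within each library, so it need not be the same population at both ages or the paper's Mac_1. Removing cells with high doublet scores, chosen after seeing the values, gave −0.10 on the Mac_1 side, also within counting error, and no alternative gave an interval under 0 there. In the Mac_0-like clusters a resolution higher by 0.3 gave −0.16 (−0.31 to −0.015), in the direction the paper gives.

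The paper places *Met* in myogenic cells alone. In injured muscle it was also at 21.2 CPM in young and 22.0 CPM in aged cells of the myeloid cluster led by *Clec9a*. Tendon cells of the same libraries were at 12.0 and 21.8 CPM, with a *Met* UMI in 0 of 53 and 1 of 30 cells after thinning.

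The paper's pseudotime runs from MuSCs to myotubes with a passing rise of cell cycle genes. Myotube-like cells had a median pseudotime of 0.751, before the 0.877 of expanding-like cells, and leaving the mixed clusters out gave 0.832 and 0.968. The G2/M genes stayed between 3197 and 3684 CPM from the fourth to the ninth bin of pseudotime. The final bin was at 2536 CPM but held only 2 expanding-like cells, and with the mixed clusters left out it was at 3907 CPM.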

Other observations

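The tests of G2/M genes within the Mac_3-like cluster and of the scaling behind *Hgf* were chosen only after the results were seen.

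Immediate early genes, some of which are also in the TNF and IL-17 list, were lower in aged macrophages and DCs of injured muscle, with a median log2 ratio of −0.46. A difference in tissue dissociation that acts on all lineages of a library is argued against by FAPs of the same libraries, whose median was 0.10. In 26 young and 777 aged endothelial cells of injured muscle it was 0.33. The list was also lower in aged macrophages and DCs (−1.25) and FAPs (−0.35) of uninjured muscle and in myogenic cells of injured muscle (−0.20). A response to dissociation confined to macrophages stays open, as does age, which was not tested.

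G2/M genes were lower in aged macrophages and DCs of injured muscle, with a median of −1.92. A smaller share of Mac_3-like cells as the whole cause is argued against by the median of −0.87 within the Mac_3-like cluster. Removing high doublet scores gave −1.67 over all macrophages and DCs. The list was also lower in aged FAPs of injured muscle, at −0.71 (21 of 22 lower) against −0.23 to 0.10 in random lists. In myogenic cells of injured muscle it was at −0.20 (18 of 22 lower) against −0.15 to 0.11. A cause shared by these lineages therefore stays open. A lower rate of division within the cluster, a different depth of the cluster's young and aged cells and age stay open too.

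*Hgf* was slightly lower in aged macrophages and DCs after injury, with a log2 ratio of −0.15. Whether the scaling to CPM is the cause cannot be told apart from a fall of the gene, since median-of-ratios scaling, which gave 0.048, raises every gene alike, and the median of all genes was −0.20. On the Mac_1 side neither a difference in depth per cell nor one in library preparation, sequencing or gene counting can be decided. With thinned cells the ratio was −0.27 (−0.81 to 0.27), and in FAPs of the same libraries it was −0.17 (−0.36 to 0.02). With so few UMIs these cannot be told apart from age.

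Without integration, young and aged macrophages of injured muscle fell into separate clusters. Across genes, the log2 ratios in macrophages and DCs of injured muscle had a Pearson r of 0.639 with those in FAPs of injured muscle (8149 genes) and of 0.363 with those in endothelial cells of uninjured muscle (6392 genes). It was 0.491 with myogenic cells of injured muscle, 0.453 with FAPs and 0.416 with macrophages and DCs of uninjured muscle. Genes are not independent replicates, so no p is given. Whether a difference in library preparation, sequencing or gene counting between the young and the aged libraries is behind the separation cannot be told apart from age. An effect of age shared by the lineages gives correlations too, and no pair of libraries shows the r to be had without either.

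Over whole libraries, in the order young uninjured, young injured, aged uninjured and aged injured, *Xist* was at 0.078, 0.035, 0.044 and 0.025 CPM and *Ddx3y* at 109, 51.2, 78.4 and 47.7 CPM. *Hbb-bs* was at 609.7, 0.0532, 22366 and 87.7 CPM and *Gm42418* at 20189, 2620, 4613 and 2316 CPM. *Igkc*, chosen after its values were seen, was at 40.8, 0.414, 1767 and 50.2 CPM.

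Neutrophils of aged injured muscle had 28.3 CPM of *Hgf* (15.5 to 47.5), from 14 UMIs in 6 cells. Those of young injured muscle had no UMI, which allows up to 16.5 CPM. Of these neutrophils 13 of 114 young and 92 of 231 aged cells reached 2000 UMIs.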
